# Defining the relative and combined contribution of CTCF and CTCFL to genomic regulation

**DOI:** 10.1186/s13059-020-02024-0

**Published:** 2020-05-11

**Authors:** Mayilaadumveettil Nishana, Caryn Ha, Javier Rodriguez-Hernaez, Ali Ranjbaran, Erica Chio, Elphege P. Nora, Sana B. Badri, Andreas Kloetgen, Benoit G. Bruneau, Aristotelis Tsirigos, Jane A. Skok

**Keywords:** CTCF, CTCFL, Cohesin, Loop extrusion, 3D chromatin architecture, Gene regulation, Chromatin insulation, Cancer

## Abstract

**Background:**

Ubiquitously expressed CTCF is involved in numerous cellular functions, such as organizing chromatin into TAD structures. In contrast, its paralog, CTCFL, is normally only present in the testis. However, it is also aberrantly expressed in many cancers. While it is known that shared and unique zinc finger sequences in CTCF and CTCFL enable CTCFL to bind competitively to a subset of CTCF binding sites as well as its own unique locations, the impact of CTCFL on chromosome organization and gene expression has not been comprehensively analyzed in the context of CTCF function. Using an inducible complementation system, we analyze the impact of expressing CTCFL and CTCF-CTCFL chimeric proteins in the presence or absence of endogenous CTCF to clarify the relative and combined contribution of CTCF and CTCFL to chromosome organization and transcription.

**Results:**

We demonstrate that the N terminus of CTCF interacts with cohesin which explains the requirement for convergent CTCF binding sites in loop formation. By analyzing CTCF and CTCFL binding in tandem, we identify phenotypically distinct sites with respect to motifs, targeting to promoter/intronic intergenic regions and chromatin folding. Finally, we reveal that the N, C, and zinc finger terminal domains play unique roles in targeting each paralog to distinct binding sites to regulate transcription, chromatin looping, and insulation.

**Conclusion:**

This study clarifies the unique and combined contribution of CTCF and CTCFL to chromosome organization and transcription, with direct implications for understanding how their co-expression deregulates transcription in cancer.

**Supplementary information:**

**Supplementary information** accompanies this papers at 10.1186/s13059-020-02024-0.

## Introduction

CTCF is involved in numerous cellular functions, some of which can be attributed to its role in organizing chromatin into TAD structures. The latter involves a loop-extrusion mechanism whereby cohesin rings create loops by actively extruding DNA until the complex finds two CTCFs bound in convergent orientation, which block its movement [1–5]. It is known that convergently orientated CTCF binding sites preferentially form loops while divergent sites delineate boundary regions [6], however it is not clear why convergently, rather than divergently, orientated CTCF sites can stop the movement of cohesin on chromatin. CTCF can also act as a transcription factor (TF) controlling the expression of many genes by binding to their TSSs [7]. In addition, CTCF can pause transcription. Thus, it is clear that not all CTCF sites are created equal and there are site-specific functional distinctions, but it is not known whether these can be attributed to differences in binding site motifs and/or the action of cofactors that bind CTCF.

CTCFL (CTCF like), otherwise known as BORIS (Brother of the Regulator of Imprinted Sites), is the paralog of CTCF [8]. It emerged by gene duplication of *CTCF* during evolution in the ancestry of amniotes [9]. In contrast to CTCF, which is a constitutively and ubiquitously expressed essential protein, CTCFL is expressed only transiently in pre-meiotic male germ cells of healthy individuals together with CTCF [10]. It plays a unique role in spermatogenesis by regulating expression of pluripotency and testis-specific genes [10–12]. It is also aberrantly activated in cancers of several lineages including lung [13–15], breast [16, 17], uterine [18], esophageal [19], hepatocellular [20], ovarian [21–24], prostate [25], urogenital [26], and neuroblastoma [27]. CTCFL has been shown to promote neoplastic transformations by its interference in cellular processes including invasion and apoptosis, cell proliferation, and immortalization [21, 22, 27–29]. Furthermore, CTCFL was identified as one of the most promising cancer testis antigens by the NCI [30], and it is known to be important in activating the expression of numerous other cancer testis antigens.

CTCF is bound to chromatin through a subset of its 11 zinc fingers (ZFs). The core ZFs 3–7 make sequence specific contacts with DNA and it is thought that ZFs 8 and 9 provide stability [31, 32]. Together, the 11 zinc fingers of CTCF contribute to its multivalent nature and ability to bind to about 50,000 sites across the genome [33]. The DNA binding ZF regions of CTCF and CTCFL share 74% sequence identity [9]; however, the N and C terminal domains are quite distinct and likely interact with different binding partners that contribute to their unique functions [34]. CTCFL has the ability to bind to and compete with CTCF at a subset of its binding sites, owing to the similarity in the DNA binding region [10, 35]. Although differences in the two proteins can lead to divergent and antagonistic effector functions [10], little is known about the mechanisms underlying these different outcomes.

In this context, it is not clear how the N/C terminals and zinc finger domains contribute to CTCF’s site-specific roles and which regions of the protein are involved in interacting with cohesin. There is contradictory evidence supporting and disputing a role for the C terminal region of CTCF in mediating CTCF-cohesin interaction, respectively, from the Felsenfeld and Reinberg labs [36, 37]. Furthermore, the issue of which region of CTCF halts cohesin’s movement on chromatin remains an unsolved problem as co-immunoprecipitation or ChIP-seq analysis of mutants lacking these or other domains has not been published. It is also not known which part/s of CTCF are important for its role in gene regulation and whether the individual domains have distinct functional impacts at different binding sites. Like CTCF, CTCFL can act as a transcription factor (TF), but given that its binding does not overlap with cohesin [10, 35], it is unlikely to be able to phenocopy CTCF’s function in acting as an insulator at boundary sites, but this has not been analyzed. Pertinent to our investigations is the finding that CTCFL can bind competitively to a subset of sites that CTCF binds [10, 35] and because of the likely differences in the insulating capability of the two proteins, eviction of CTCF at these sites could have an impact on chromosome architecture linked to changes in gene regulation, but this has not been examined.

Investigating the impact of CTCFL overexpression in cancer cells is difficult because of the confounding effects of other genetic and epigenetic alterations. To circumvent these issues, we combined use of a CTCF degron system (which acutely and reversibly depletes endogenous CTCF) [7], with knocked-in doxycycline-inducible transgenes encoding intact CTCF, CTCFL and CTCF-CTCFL chimeric proteins at the *Tigre* locus. This dual system allowed us to elucidate the interplay of CTCFL and CTCF by analyzing the functional impact of each protein in cells where they were expressed individually or together. Using this approach, we highlight an interesting aspect of functional importance: not all CTCF and CTCFL binding sites are created equal. CTCF and CTCFL each bind to a set of unique and overlapping sites that have distinct DNA motifs, chromatin folding properties, and biases for being in promoters rather than intronic or intergenic regions. Expressing CTCF-CTCFL chimeric proteins with swapped N and C terminal domains revealed that the zinc finger region of both CTCF and CTCFL defines their respective DNA motif specificity, while the N and C terminal domains influence whether the proteins bind promoters or intergenic and intronic regions. In contrast to the effect on CTCF binding [38], we demonstrate that RNA degradation does not hamper the DNA binding properties of CTCFL. We also show that CTCF and CTCFL have distinct impacts on chromatin folding: while CTCF demarcates TAD boundaries, CTCFL cannot insulate chromosome domains which is explained by its inability to physically interact with cohesin. Finally, we establish that both the zinc fingers and N terminal region of CTCF contribute to insulation at domain boundaries although cohesin only binds to the N terminal region of this protein. The latter finding is consistent with the role that convergently bound CTCF proteins play in loop formation. This study clarifies the relative and combined contribution of CTCF and CTCFL to chromosome organization and transcription, with direct implications for understanding how their co-expression deregulates transcription in cancer.

## Results

### System to investigate the interplay between CTCFL and CTCF in somatic cells

CTCF and CTCFL have similar zinc finger domains, but their N and C terminal regions have no homology as indicated in Fig. 1a. In line with these differences, CTCF and CTCFL have very different expression profiles: CTCF is present in all cell types, while in contrast CTCFL is normally only expressed transiently in pre-meiotic male germ cells (Additional file 1: Figure S1A). However, CTCFL is aberrantly activated in a wide variety of cancer types [8] and publicly available data from genomic studies demonstrates that, in the context of cancer, CTCFL exhibits a variety of genetic alterations. As of July 2019, 382 of the 10,950 (3%) cancer samples profiled in cBioPortal [40] were found to have genetic changes in *CTCFL*, with amplification occurring most frequently (58%) in these patient samples (Additional file 1: Figure S1B-E). Moreover, there is a clear correlation between amplification of *CTCFL* and its increased expression in several cancer types including ovarian, uterine, cervical, lung squamous, and head and neck cancer (Additional file 1: Figure S1E).

**Fig. 1:**
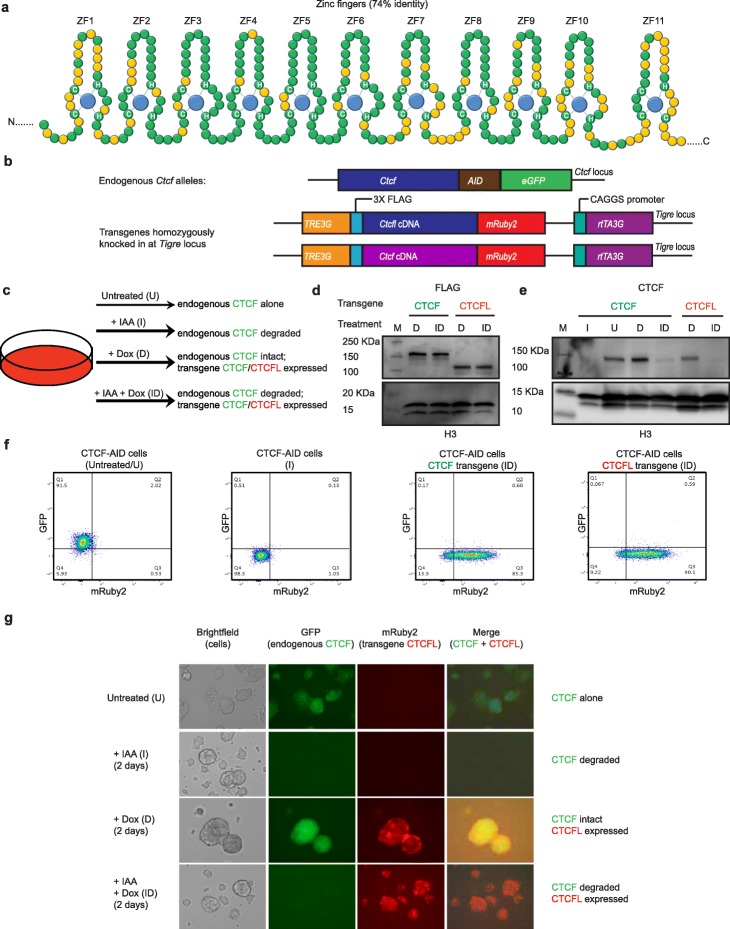
System to investigate the interplay between CTCFL and CTCF in somatic cells. **a** Schematic representation of the similarities and differences between CTCF and CTCFL. Figure adapted from Marshall et al. [34]. The DNA binding domain of both proteins is composed of 11 zinc fingers. ZFs 1–10 and ZF11 belong to the C_2_H_2_ and C_2_HC class of ZFs, respectively. Shared and different amino acids in CTCF and CTCFL are shown in green and yellow, respectively. Blue circles indicate zinc ions. Histidines and cysteines that form coordinate bonds with zinc are marked. **b** Scheme of genetic modifications in the *Ctcf* locus and the doxycycline-inducible transgenic *Ctcfl* or *Ctcf* knocked-in at the *Tigre* locus. The endogenous *Ctcf* contains the auxin-inducible degron (AID) and the eGFP tag on both alleles. Both *Ctcf* and *Ctcfl* transgenes harbor an N terminal 3× FLAG tag and C terminal mRUBY2 as well as *TetO-3G* element and *rtTA3G* for doxycycline-induced expression. **c** Experimental strategy for expression of dox-inducible CTCF/CTCFL transgenes in the presence and absence of CTCF using the auxin-inducible degron system. Addition of indole-3-acetic acid (IAA), a chemical analog of auxin, leads to transient and reversible degradation of CTCF, while addition of doxycycline (Dox) leads to induction and expression of the respective transgene. The four conditions used in our analysis are as follows: U, untreated cells; I, IAA treated for CTCF depletion; D, Dox induced expression of transgenic CTCF/CTCFL; ID, IAA plus Dox treated for depletion of endogenous CTCF and induction of transgene expression. **d** Western blot using FLAG antibody shows that the level of expression of transgenes are comparable across the cell types (CTCF and CTCFL in D and ID conditions). CTCF has a predicted molecular weight of 84 kDa and CTCFL, 74 kDa. However, CTCF is known to migrate as a 130-kDa protein [39]. Since the transgenes are expressed as fusion proteins with FLAG tag and mRuby2, which together adds another 29 kDa, the resulting proteins migrate at 159 and 103 kDa, respectively. **e** Western blot with CTCF antibody shows the presence of endogenous and transgenic CTCF. Histone H3 serves as a loading control in **d** and **e**. “M” is the molecular weight ladder and the molecular weights are marked. **f, g** Flow cytometry and microscopy confirmed that the level of mRuby2 expression of transgenic CTCF and CTCFL are comparable

Despite the finding that CTCFL is aberrantly expressed in numerous cancers, little is known about its impact on chromatin organization and gene regulation and the mechanism underlying its effector functions and interplay with CTCF. To address these questions, we made use of an auxin-inducible degron (AID) mESC system in which we could study the effects of CTCFL in the presence and absence of CTCF [7]. In this system, both endogenous CTCF alleles are tagged with AID as well as eGFP (CTCF-AID-eGFP) (Fig. 1b) and they constitutively express the auxin-activated ubiquitin ligase TIR1 (from *Oryza sativa*) from the *Rosa26* locus*.* Addition of indole acetic acid (IAA; an analog of auxin) leads to rapid poly-ubiquitination and proteasomal degradation of the proteins tagged with the AID domain. Degradation after 48 h of auxin treatment in treated and control cells was confirmed by western blot, fluorescence microscopy, and flow cytometry (Fig. 1c–g). To study the impact of CTCFL expression, we established a rescue system wherein the ESC degron cell line was modified to individually express either a stable doxycycline-inducible *Ctcfl* or control wild-type *Ctcf* transgene from the *Tigre* locus (Fig. 1b, c). Individual clones with comparable transgenic expression levels were selected based on western blot and FACS analysis (Fig. 1d–f). The four conditions used for our analysis are shown in Fig. 1c, g.

### Distinct characteristics of CTCF and CTCFL and their binding sites

While it is known that CTCF and CTCFL bind to both unique and overlapping binding sites [10, 35], it is not known whether these sites have distinct properties and whether binding of the two proteins at different locations leads to distinct effector functions. Furthermore, it is not known whether the presence versus absence of CTCF alters the profile of CTCFL binding and/or its impact on gene expression. Use of the dual CTCF degron system combined with expression of transgenic CTCF or CTCFL provided us with a unique system with which to address these questions. 

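ChIP-seq was performed on mouse embryonic stem cell lines in which auxin (IAA) degrades endogenous CTCF and doxycycline (Dox) induces a transgene with a FLAG tag, so that the FLAG antibody recovers the transgenic protein alone. Cells were given Dox (D) or IAA with Dox (ID), with 2 replicates for each transgene and treatment. The paper gives 48 h of treatment, and the sample labels give 24 h. The authors aligned reads to GRCm38/mm10, kept uniquely mapped reads without duplicates and called peaks in each replicate with MACS. Their peak lists give the position of each peak, its fold enrichment and its -log10 q, but no reads, so the depth of each library is unknown. On chromosomes 1 to 19 and X, 41222 and 55408 FLAG peaks were listed for the replicates of CTCF D and 38919 and 31736 for those of CTCF ID. For CTCFL, 38928 and 24033 peaks were listed in D and 31149 and 29660 in ID. Peaks of both replicates that overlapped by at least 1 bp were merged here, and a merged region overlapped in both replicates was taken as a site. This left 37154 sites in CTCF D, 30317 in CTCF ID, 22294 in CTCFL D and 25097 in CTCFL ID. Of the replicate 1 peaks of CTCFL D, 57.9% were overlapped in replicate 2, against 95.8% of the replicate 2 peaks in replicate 1. Of the CTCF D sites, 77.7% overlapped a CTCF ID site, and 86.1% of the CTCFL D sites overlapped a CTCFL ID site.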

We first performed ChIP-seq (by ChIPmentation) to examine how DNA binding of transgenic CTCF or CTCFL changes in the presence (D) and absence (ID) of endogenous CTCF, using the FLAG tag in the transgenes. 

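RNA-seq was performed on polyadenylated RNA of the CTCFL and CTCF transgene lines that were untreated (U) or given IAA (I), Dox or both, for 48 h by the paper and 24 h by the sample labels. The CTCFL line had 3 libraries in U, 3 in I, 3 in D and 2 in ID, and the CTCF line had 2 in U and 3 in each of the others. The authors aligned reads to GRCm38/mm10 with STAR and divided the gene counts of each library by a size factor. All values of the 36 libraries from which reads could be recovered were whole multiples of 1 step per library (tolerance 0.1 of a step, values of up to 500 reads), and the 2 others were replicate 2 of CTCFL I and replicate 2 of CTCFL ID. Recovered reads in the CTCFL line ranged from 18820806 to 25734926 in U (median 21860591), from 6847072 to 43154741 in D (median 25487595) and from 25148705 to 26291116 in I (median 25719911), and numbered 22841085 in the library of ID that could be read. In the CTCF line they ranged from 22920573 to 23956788 in U (median 23438681), from 20926219 to 28917040 in I (median 24475582), from 23819924 to 23976744 in D (median 23887814) and from 16270957 to 21115575 in ID (median 20286811). The lowest depth was that of CTCFL D replicate 3. Normalized counts were analysed here as log2(value + 1), after leaving out genes with a mean value under 10 in the line, with 1 limma fit per line over its conditions. A gene was called differentially expressed at the thresholds of the paper, a Benjamini-Hochberg adjusted p of 0.01 and a log2 fold change of 1 in either direction. The table lists genes by symbol, and positions were taken from the GENCODE annotation of GRCm38.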

We also performed RNA-seq.

RNA-seq and ChIP-seq confirmed that transgenic CTCFL/CTCF expression and binding occur only after doxycycline induction (Fig. 2a). 

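Ctcfl (ENSMUSG00000070495, chromosome 2 from 173093609 to 173119525) had a normalized count of 208 ± 16.5 (SD, n = 3) in untreated cells of the CTCFL line and 8244 ± 1005 (SD, n = 3) after Dox. Its log2 fold change was 5.30 (standard error 0.10, adjusted p = 2.24e-19 from limma) and stayed between 5.20 and 5.36 when any 1 library of U or D was left out. With IAA and Dox it reached 5514 ± 83.0 (SD, n = 2), and without Dox it stayed at 200.3 in IAA alone. In the CTCF line, Ctcfl fell by 1.56 on the log2 scale after IAA (adjusted p = 4.25e-05 from limma). Ctcf (ENSMUSG00000005698, chromosome 8 from 105636568 to 105682922) keeps its own transcription in IAA, which degrades the protein, so that its count sums the endogenous gene and whatever reads of the transgene were counted with it. In the CTCF line its normalized count was 4701 ± 15.1 (SD, n = 2) in U and 4408 ± 198 (SD, n = 3) in I. It was 3748 ± 172 (SD, n = 3) in the libraries labelled D and 4063 ± 133 (SD, n = 3) in those labelled ID. The log2 fold change of Ctcf was -0.33 from U to the libraries labelled D (adjusted p = 0.0087 from limma) and -0.21 from U to those labelled ID (adjusted p = 0.0197), both under the fold change threshold. No rise of Ctcf was therefore measured in the libraries labelled as induced.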

As expected, we found locations where CTCFL bound to unique sites and sites where it overlapped with CTCF binding. Binding of CTCFL was detected at the promoter and an intragenic site in *Ctcfl*. 

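In CTCFL D, a CTCFL site lay at the promoter of Ctcfl, from 173118711 to 173120335 on chromosome 2, with a -log10 q of 130.1 in the stronger replicate. Another lay inside the gene from 173096546 to 173098567 (-log10 q 98.3), and a weaker one from 173107463 to 173107841 (-log10 q 4.47). In CTCF ID, no CTCF site was found at the promoter. The CTCF sites inside the gene ran from 173097014 to 173098025, from 173107076 to 173108027 and from 173113502 to 173114340, with -log10 q of 85.1, 93.3 and 83.9, and the CTCFL sites inside the gene overlapped the first pair of these. In CTCF D, a site with a -log10 q of 9.89 was found at the promoter from 173119356 to 173120005.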

CTCF was absent at this site but was bound to an intragenic site overlapping CTCFL binding, as well as two other CTCF sites within the *Ctcfl* gene. ChIP-seq and RNA-seq indicated that binding of CTCFL at promoters of genes including testis-specific *Stra8 and Prss50* was linked to their activation. 

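Stra8 (ENSMUSG00000029848, chromosome 6 from 34920163 to 34939344) rose from 3944 ± 67.3 (SD, n = 3) normalized counts in untreated cells of the CTCFL line to 11800.0 ± 213 (SD, n = 3) after Dox, a log2 fold change of 1.58 (standard error 0.06, adjusted p = 2.32e-13 from limma). Both CTCFL D sites at its promoter, from 34920856 to 34921476 and from 34921679 to 34923096, lay within 3 kb of a transcription start site, and the second, with a -log10 q of 122.4, overlapped a CTCF ID site from 34921767 to 34922621. Prss50 (ENSMUSG00000048752, chromosome 9 from 110857967 to 110864629) rose from 90.8 ± 15.6 (SD, n = 3) to 937 ± 12.4 (SD, n = 3), a log2 fold change of 3.37 (standard error 0.16, limma adjusted p = 1.54e-12). Its promoter held a CTCFL D site from 110857078 to 110858705 with a -log10 q of 76.9. No CTCF ID site was found at that promoter, whereas CTCF D had a site there with a -log10 q of 27.6. From binding at promoters and the higher counts, the paper states that CTCFL binding is linked to activation of these genes.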

STRA8 and CTCFL have an overlapping expression pattern while PRSS50 is expressed during spermatogenesis in CTCFL-positive cells as well as in subsequent stages of development when CTCFL is no longer expressed [10] (Fig. 2a). 

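Gal3st1 (ENSMUSG00000049721, chromosome 11 from 3983636 to 3999326) had a normalized count of 61.2 ± 8.83 (SD, n = 3) in U and 135 ± 15.6 (SD, n = 3) in D of the CTCFL line. Its log2 fold change was 1.14 (standard error 0.24, adjusted p = 7.63e-04 from limma), and every D library was above every U library. The CTCFL D site of the gene ran from 3991776 to 3993182 (-log10 q 76.9), and its middle lay 2546 bp downstream of the nearest annotated transcription start site. Rapgef1 (ENSMUSG00000039844, chromosome 2 from 29619720 to 29740978) held a CTCFL D site at its promoter from 29618660 to 29620578 (-log10 q 109.3). Its normalized count was 2901 ± 111 (SD, n = 3) in U and 3667 ± 271 (SD, n = 3) in D, and the log2 fold change of 0.34 (standard error 0.08, limma adjusted p = 0.0018) was past the p threshold but under the fold change threshold.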

Binding within exons of some genes such as *Gal3st1* (Additional file 1: Figure S2A) was correlated with an increase in transcriptional output [10, 41], while binding at promoters of other genes (*Rapgef1*) (Additional file 1: Figure S2A) was not. Thus, CTCFL binding does not always impact gene expression. 

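At the Hoxb cluster on chromosome 11, CTCF ID sites were found at the promoter of Hoxb5 from 96302885 to 96303649 (-log10 q 94.1), and beside the gene from 96294235 to 96295151 (-log10 q 41.0) and from 96311501 to 96312008 (-log10 q 21.3). None of these was overlapped by a CTCFL D site. Between Hoxb8 and Hoxb9, a CTCF ID site from 96278414 to 96279321 had a -log10 q of 83.6, and the CTCFL D site at the same place had 6.49. Upstream of Hoxb9, the strengths were 39.2 for the CTCF ID site from 96261452 to 96262249 and 47.6 for the CTCFL D site that overlapped it. In the RNA-seq, Hoxb5 was below the minimum mean value and was not tested. Hoxb8 rose in the CTCF line from 9.18 ± 2.05 (SD, n = 2) normalized counts in U to 30.9 ± 5.86 (SD, n = 3) in I, a log2 fold change of 1.65 (adjusted p = 0.0099 from limma), which was no longer called when any 1 library of U or I was left out (highest adjusted p 0.0765).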

Other loci (e.g., the *Hoxb cluster*) exhibited a preference for CTCF rather than CTCFL binding (Additional file 1: Figure S2B).

**Fig. 2:**
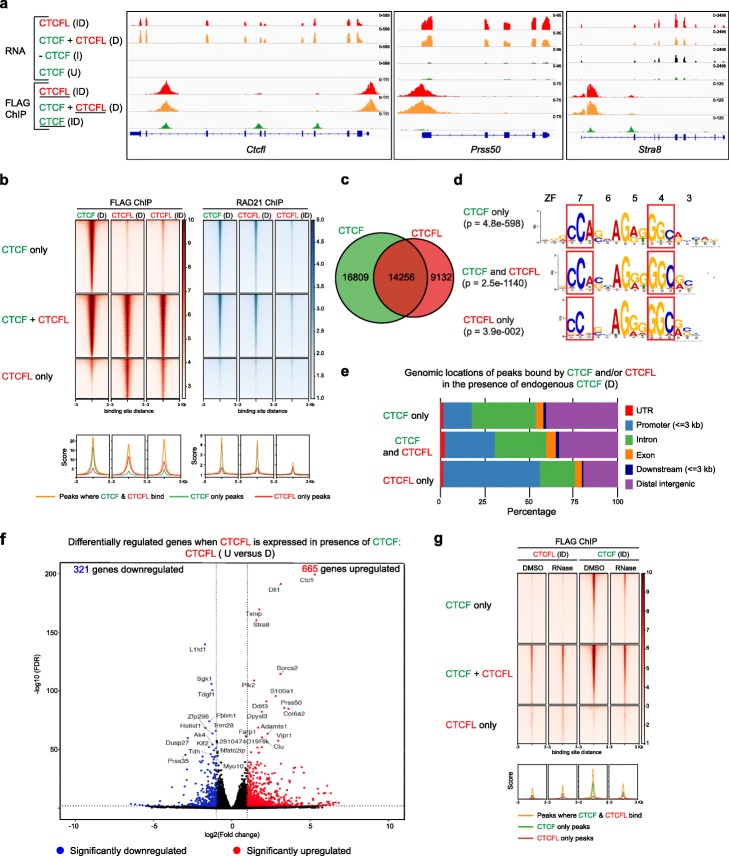
Distinct characteristics of CTCF and CTCFL and their binding sites. **a** IgV tracks show RNA-seq in cells harboring the CTCFL transgene in U, I, D, and ID conditions. FLAG ChIP-seq to detect CTCFL and CTCF in cells with the respective transgenic knock-ins. The protein whose binding is being assessed is underlined. Expression of *Ctcfl*, *Prss50*, and *Stra8* are also shown. **b** Heatmaps showing CTCF and CTCFL ChIP-seq signals at regions where they bind alone or together in CTCF D, CTCFL D, and ID conditions. The heatmaps are divided into CTCF only, CTCF+CTCFL overlapping, and CTCFL-only sites. Cohesin binding profiles (RAD21 ChIP) are shown for the corresponding conditions. Peaks are ranked by FLAG ChIP in cells expressing the CTCF transgene. Average profiles are shown below the corresponding heatmaps. **c** Venn diagrams showing the numbers of unique and overlapping CTCF and CTCFL binding sites (D condition). **d** Binding site motifs for unique and overlapping CTCF and CTCFL binding sites. Zinc fingers and the corresponding bases to which they bind are marked. **e** Annotation of the genomic locations of peaks for unique and overlapping CTCF and CTCFL binding sites in D condition. The locations of UTR, promoters (+/− 3 kb around TSS), introns, exons, downstream (3 kb), and distal intergenic regions are marked. **f** Volcano plot highlighting DEGs in wild-type versus CTCFL expressing mESCs in the presence of endogenous CTCF. Red and blue points identify genes with significantly increased or decreased expression, respectively (FDR < 0.01). The number of genes that are significantly up- or downregulated is indicated in either case. **g** Heatmaps showing the inhibition of chromatin binding of CTCF, but not CTCFL, after RNaseA treatment. The heatmaps are divided into CTCF only, CTCF+CTCFL overlapping, and CTCFL-only sites. Peaks are ranked by FLAG ChIP in cells expressing the CTCF transgene (CTCF ID). Average profiles are shown below the corresponding heatmaps

To further examine the unique and overlapping binding sites of CTCF and CTCFL, we performed FLAG ChIP-seq in the presence of endogenous CTCF (CTCFL D condition) (Fig. 2b, c). We identified 16,809 CTCF-only and 9132 CTCFL-only binding sites, while both proteins shared 14,256 sites. 

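The sets compared were the CTCF sites of CTCF ID and the CTCFL sites of CTCFL D, and a site was shared when the overlap was above 66% of both sites, as in the paper's methods. By this rule there were 20562 CTCF-only, 12539 CTCFL-only and 9755 CTCF+CTCFL sites. Counting any overlap of 1 bp gave 16150 CTCF-only, 8167 CTCFL-only and 14167 CTCF+CTCFL sites. Of the 12539 CTCFL-only sites, 34.9% were overlapped by at least 1 bp by a CTCF ID site and 50.3% by a CTCF D site. Of the CTCF-only sites, 21.5% were overlapped by a CTCFL D site. The classes also depended on which replicate was used: without replicate 1 there were 24047 CTCF-only and 16344 CTCFL-only sites, and without replicate 2 there were 27399 and 27408, the highest number of CTCFL-only sites in any setting.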

In total, 46% of CTCF bound sites were occupied by CTCFL and 61% of CTCFL bound sites were bound by CTCF (Fig. 2c). 

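Of the 30317 CTCF sites, 32.2% were shared with CTCFL, and of the 22294 CTCFL sites, 43.8% were shared with CTCF. Requiring an overlap of 50% of both sites gave 41.3% and 56.2%, and any overlap gave 46.7% and 63.4%. With the CTCFL ID sites in place of those of CTCFL D, 41.6% of CTCF sites were shared. For comparison, after the CTCF-only and CTCFL-only sites were moved by 10 kb, 2.97% of the CTCF-only sites met a CTCFL D site and 4.04% of the CTCFL-only sites met a CTCF ID site.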

In agreement with previous studies [10, 35, 42–44], we found that CTCF and cohesin have an overlapping binding profile as CTCF blocks the cohesin-mediated extrusion of DNA (Fig. 2b). 

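RAD21, a subunit of cohesin, was measured by ChIP-seq in CTCF D, CTCF ID, CTCFL D and CTCFL ID, with 2 replicates in each, for 48 h by the paper and 24 h by the sample labels. The authors deposited broad peaks called by MACS in each replicate, without reads, so that depth is unknown. The number of RAD21 peaks differed widely between replicates: 22765 and 3756 in CTCF D, 8593 and 784 in CTCF ID, 20467 and 238 in CTCFL D and 5821 and 181 in CTCFL ID. Regions present in both replicates therefore numbered 3450 in CTCF D, 515 in CTCF ID, 216 in CTCFL D and 125 in CTCFL ID, and values from each replicate are given beside those from both. Of the CTCF-only sites, 8.92% were overlapped by a RAD21 region of CTCF D, against 0.287% of the same sites moved by 10 kb. Of the CTCF+CTCFL sites, 15.2% were overlapped. Replicate 1 of CTCF D alone gave 46.1% and 58.7%, and replicate 2 alone gave 9.29% and 15.8%.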

RAD21 was localized only at sites where CTCF normally binds, i.e., CTCF only and CTCF+CTCFL sites, but it failed to localize at CTCFL only sites (Fig. 2b). 

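At CTCFL-only sites, the share overlapped by a RAD21 region was 3.78% in CTCF D and 0.239% in CTCFL D, the lowest of the classes in both conditions. In replicate 1 of CTCFL D alone, which held most of its RAD21 peaks, the shares were 42.0% of CTCF-only, 56.8% of CTCF+CTCFL and 19.4% of CTCFL-only sites. In replicate 2 they were 0.370%, 0.974% and 0.223%. Since many CTCFL-only sites also overlapped a CTCF site by less than 66%, the classes were drawn again by any overlap of 1 bp, a choice made after the data were seen. RAD21 regions in both replicates of CTCF D then overlapped 0.208% of CTCFL-only sites, against 0.318% of those sites moved by 10 kb. Those of CTCFL D overlapped 0.110%. Single replicates differed: 687 RAD21 peaks of CTCF D and 644 of CTCFL D lay at these sites in replicate 1, and 20 and 9 in replicate 2. The paper states that RAD21 is found only where CTCF normally binds and not at CTCFL-only sites.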

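RAD21 ChIP-seq of untreated cells was not analysed here, and CTCFL D can be set beside CTCF D only. In replicate 1, RAD21 peaks overlapped 46.1% of CTCF-only sites in CTCF D and 42.0% in CTCFL D, with 22765 and 20467 peaks. In replicate 2, which had 3756 peaks in CTCF D and 238 in CTCFL D, the shares were 9.29% and 0.370%. The difference between the replicates of CTCFL D was larger than any difference between the conditions in replicate 1.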

Compared to untreated cells, induction of CTCFL (CTCFL D) did not lead to a drastic alteration in the RAD21 profile. However, when CTCFL was expressed in the absence of CTCF (CTCFL ID), RAD21 peaks were globally depleted. As a result, it is unlikely that CTCFL will have the ability to phenocopy CTCF’s function as insulator.

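In CTCFL ID, RAD21 regions present in both replicates overlapped 0.0920% of CTCF-only, 0.513% of CTCF+CTCFL and 0.104% of CTCFL-only sites. In replicate 1 the shares were 5.79%, 9.22% and 6.40%, and in replicate 2 they were 0.112%, 0.543% and 0.128%. In both replicates the number of RAD21 peaks was lower in ID than in D, at 5821 and 181 in ID. CTCF ID was also below CTCF D in both replicates: its replicate 1 overlapped 6.27% of CTCF-only and 13.0% of CTCF+CTCFL sites, and its replicate 2 overlapped 1.34% and 4.69%. With 2 replicates in each condition, no exact test can reach p = 0.05.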

Motif analysis revealed that CTCF only sites contained the consensus CTCF motif (JASPAR MA0139.1). 

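The sequence around the peak summits was read from GRCm38. In each site, the best match to a matrix of 14 positions was taken within 50 bp of the summit of the stronger replicate, on either strand, and counted when it scored above the 95th percentile of control windows 1000 bp away. The matrix was started from the core of the CTCF motif and re-estimated on the CTCF+CTCFL sites for 10 rounds, in place of the search that the paper ran. A match was found in 59.4% of the 20562 CTCF-only sites, 68.0% of the 9755 CTCF+CTCFL sites and 27.5% of the 12539 CTCFL-only sites, against 4.76%, 5.14% and 5.14% of the control windows. The distance from the summit moved these shares most: with 25 bp on either side they were 33.9%, 41.0% and 17.1%, and with 250 bp, chosen after the data were seen, 63.8%, 80.1% and 38.1%. The most frequent bases in CTCF-only sites were CCAGAAGAGGGCAC. On simulated windows with a known share of A at the third position, 90% was read as 92.2% and 50% as 59.9%, so that low shares of A are overestimated.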

CTCFL only sites had less of a requirement for the “A” base in the triplet where ZF7 binds as shown previously [10], as well as an increase for “C” in the triplet that was bound by ZF4 (Fig. 2d). 

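At the third position of the matrix, in the triplet bound by ZF7, A was found in 84.1% of the 12212 matches in CTCF-only sites and in 56.8% of the 3444 matches in CTCFL-only sites. The difference was narrowest with 250 bp on either side of the summit, at 91.2% and 75.2%, and widest with classes by any overlap of 1 bp, at 88.9% and 46.9%, both chosen after the data were seen. At the last position of the triplet bound by ZF4, position 12 of the matrix, C was found in 80.7% of the matches in CTCF-only sites and in 84.9% of those in CTCFL-only sites. With 25 bp on either side of the summit these shares were 78.3% and 78.9%.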

The change in the ZF7 binding region mirrors differences between ZF7 in CTCF and CTCFL (Fig. 2d, Fig. 1a). Changes in the dependence of “C” in the triplet where ZF4 binds could either be explained by differences in ZF4 between CTCF and CTCFL and/or by changes in binding of ZF7 affecting upstream binding of ZF4. Overlapping CTCF and CTCFL binding sites had a motif intermediate to that of CTCF and CTCFL only sites.

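In the 6635 matches of CTCF+CTCFL sites, A at the ZF7 position was found in 78.4%, between the shares of the other classes. C at the ZF4 position was found in 89.8%, above both of them. Drawing the classes by 1 bp of overlap gave, in CTCF+CTCFL sites, 75.0% for A and 89.6% for C. The most frequent bases in these sites were CCACCAGGGGGCGC.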

In order to define the functional significance of the three different bindings sites (CTCF only, CTCF+CTCFL overlapping and CTCFL only), we compared their genomic distribution. 

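A site was counted at a promoter when its middle lay within 3 kb of a transcription start site of the GENCODE annotation, 75451 positions in all. By this rule, 20.2% of the 20562 CTCF-only sites, 22.7% of the 9755 CTCF+CTCFL sites and 46.6% of the 12539 CTCFL-only sites were at promoters. Classes by any overlap of 1 bp gave 16.3%, 26.3% and 53.3%.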

CTCF only sites have a preference for intronic and intergenic regions, while in contrast, CTCFL-only sites favored promoters (Fig. 2e). Overall, only 22% of CTCF sites were at promoters, versus 38% for CTCFL (Fig. 2e). 

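Of all 30317 CTCF sites, 21.0% were at promoters, and of all 22294 CTCFL sites, 36.1% were. The window moved these shares most: within 1 kb of a start site they were 10.1% and 25.6%. Counting the start sites of protein-coding genes alone, chosen after the data were seen, gave 13.0% and 28.8%. CTCF D, with 22.3%, and CTCFL ID, with 31.0%, kept the order.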

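Of the 6354 CTCF sites at promoters, 34.8% were shared with CTCFL under the overlap of 66%, and of the 8045 CTCFL sites at promoters, 72.6% were not shared with CTCF. With classes by any overlap of 1 bp, an alternative chosen after the data were seen, these shares were 58.5% and 54.1%.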

CTCF binding at promoters co-occurred with CTCFL in 60% of cases, while CTCFL binding at promoters occurred without CTCF in 55% of cases.

When CTCFL was expressed in the presence of endogenous CTCF, a total of 986 genes were significantly deregulated (lfc > 1 and fdr < 0.01) (Fig. 2f, Additional file 2: Table S1). 

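With CTCFL expressed beside endogenous CTCF (CTCFL U versus D), 994 of 16840 genes tested were called differentially expressed, 634 up and 360 down. The alternative that moved this count most was a minimum mean value of 50, with 809 genes. On whole reads, edgeR's quasi-likelihood test called 933 genes and DESeq2, the tool of the paper, 1090. Leaving out any 1 library gave between 844 and 919. Of the 985 genes the paper lists in its Table S1 for this comparison, 860 were called here in the same direction and 0 in the opposite one. The highest log2 fold change among genes whose libraries did not overlap between conditions was that of Pvalb, from 1.61 ± 1.76 (SD, n = 3) normalized counts to 125.1 ± 5.61 (SD, n = 3) (log2 fold change 5.85, standard error 0.62, adjusted p = 2.53e-07 from limma). Tmem132e, Ror1, Gabra5 and Ctcfl followed, with 5.69, 5.64, 5.35 and 5.30. The strongest falls were those of Serpina3i, Tpbgl, Gm29630, Gm5363 and Vtcn1, from -4.21 to -3.62. Serpina3i was listed at 0 in all D libraries, and it was no longer called without CTCFL U replicate 1 or 3 (limma adjusted p = 0.0269 and 0.0189). Vtcn1 was no longer called without CTCFL U replicate 1 or 2 or CTCFL D replicate 1 or 3 (limma adjusted p = 0.0394, 0.0151, 0.0125 and 0.0106).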

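Depletion of endogenous CTCF (CTCF U versus I) called 1824 of 16705 genes, 835 up and 989 down, and leaving out any 1 library gave between 1475 and 1918. Of the 2403 genes that Table S1 of the paper lists for this comparison, 1179 (49.1%) were called here in the same direction and 5 in the opposite one. Of the 2324 listed genes that were tested, 2202 changed in the listed direction, whether called or not. The strongest rise was that of Gm12617 (log2 fold change 5.05, standard error 0.59, adjusted p = 1.60e-05 from limma), followed by Cd300ld, Gm37933, Gm5435 and Phf24, with 4.29, 4.02, 3.97 and 3.90. Gm5435 was no longer called without CTCF U replicate 1 (limma adjusted p = 0.0364). The strongest fall was that of Cc2d2a, from 376 ± 18.6 (SD, n = 2) normalized counts to 7.18 ± 2.35 (SD, n = 3) (log2 fold change -5.56, limma adjusted p = 2.32e-08), followed by Prss41, Kcnt2, Elavl4 and Pcdhga8, with -5.48, -5.25, -4.96 and -4.91. Induction of CTCFL together with depletion of CTCF (CTCFL U versus ID) called 3298 of 16840 genes, 1500 up and 1798 down. Of the 16048 genes tested in both lines, 983 were called in both comparisons, where chance alone would give 354.8, and 935 of them (95.1%) changed in the same direction. The alternative with the fewest shared genes, no filter on low values, gave 879. CTCFL U versus ID holds the depletion of CTCF itself. Induction of CTCFL in the presence of CTCF (CTCFL U versus D) shared 227 genes with CTCF U versus I, where chance would give 103.4, and 134 of them (59.0%) changed in the same direction. These counts are across genes, which are not independent replicates.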

Most CTCFL-regulated genes are not controlled by CTCF and vice versa, since there was little overlap between genes deregulated by induction of CTCFL in the absence of endogenous CTCF (CTCFL U versus ID) and those altered by depletion of endogenous CTCF (CTCF U versus I) (Additional file 1: Figure S2C-E). Of interest, 146 out of 219 genes found in the overlapping subset were regulated by CTCF and/or CTCFL binding at the promoters, 76 of which had overlapping binding sites. 

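Of the 227 genes called in both CTCFL U versus D and CTCF U versus I, 221 could be matched by symbol to the annotation. A CTCF ID or a CTCFL D site lay within 3 kb of a start site of 141 of these genes. Both proteins had a site at 77, CTCFL without CTCF at 54 and CTCF without CTCFL at 10, and neither had one at 80.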

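Of the 961 genes called in CTCFL U versus D that could be matched to the annotation, 52.1% had a CTCFL D site within 3 kb of a start site, against 36.8% of the 15463 genes tested and not called (odds ratio 1.87, Fisher's exact test across genes, two-sided, p = 8.10e-21). The share was 66.9% of 616 genes that rose and 25.8% of 345 that fell. The window and the peak list moved the share of called genes most, to 43.2% within 1 kb of a start site and 65.1% without replicate 2 of CTCFL D. The share of genes not called moved with it, to 29.0% and 56.8%, and the odds ratios were 1.87 and 1.42, the latter a weaker association. Of the genes called in CTCF U versus I, 516 of 1783 (28.9%) had a CTCF ID site at the promoter, against 21.2% of the genes not called (odds ratio 1.51, Fisher's exact test across genes, p = 5.05e-13), with 25.8% of those that rose and 31.6% of those that fell. The genes are not independent replicates.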

Analysis of CTCF- (U versus I) and CTCFL (U versus D)-mediated changes in gene expression in the context of promoter binding demonstrated 36.2% and 50.8% of alterations, respectively (Additional file 1: Figure S3A). Because CTCF was bound to many more sites than CTCFL (Fig. 2c), there was an increase in the number of genes deregulated in the CTCFL (U versus ID) cohort compared to the CTCFL (U versus D) subset (Fig. 2f, Additional file 1: Figure S2C,D). It is important to note that without the degron system it would not have been possible to examine the interplay between CTCF and CTCFL.

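The 994 genes called in CTCFL U versus D and the 3298 called in CTCFL U versus ID shared 621, of which 598 changed in the same direction, where chance would give 194.7. Both comparisons use the same U libraries. In 100 simulated pairs of unchanged groups set against those libraries, 0 genes were called in both with limma. The correlation of log2 fold changes across genes was at most 0.103, against 0.494 in the data. Between 49.5% and 51.4% of genes had the same sign in these pairs, against 66.4% in the data. The pairs thus show almost no effect of the shared libraries, which should raise the correlation by itself. They cannot tell how much of the 0.494, or of the 621 shared genes, comes from that sharing. Depletion alone (CTCFL U versus I) called 1613 genes, 622 up and 991 down.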

Taken together, these data demonstrate that CTCFL has more of a preference for binding promoters than CTCF, which highlights the functional differences of the two factors. Furthermore, when CTCF is located at promoters, we found that binding preferentially occurs at CTCF+CTCFL overlapping sites, suggesting that CTCFL binding sites may be functionally distinct from the CTCF-only bound sites.

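Among CTCF sites away from promoters, 31.5% were shared with CTCFL, against 34.8% of those at promoters. With classes by any overlap of 1 bp the difference was larger, 43.6% against 58.5%. CTCFL U versus D called genes with a CTCF ID site at the promoter in 31.1% of cases, against 21.5% of genes not called (odds ratio 1.65, Fisher's exact test across genes, two-sided, p = 2.38e-11). From the overlap at promoters, the paper proposes that CTCFL sites differ in function from sites bound by CTCF alone.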

### Interaction with RNA is not essential for the binding of CTCFL to chromatin

A recent study has shown that interaction with RNA is essential for binding of CTCF to DNA [38]. The zinc fingers of CTCF have two RNA-binding regions (RBRs) that facilitate RNA interaction. One RBR extends from amino acids 264–275 that stretch from nearly the end of the N terminal domain through ZF1 and the other encompasses amino acids 536–544 in ZF10 [36, 38]. It is of note that there are considerable differences between the sequences of ZF1, ZF10, and ZF11 in CTCF versus CTCFL. The RBR at ZF1 (KTFQCELCSYTCPR) of CTCF shows a clear difference in sequence from that of CTCFL (**G**TF**H**C**DV**C**MF**T**SS**R, differences bolded), while the RBR at ZF10 (QLLDMHFKR) is relatively conserved (QLL**NA**HF**RK**). Deletions of both RBRs were shown to disrupt DNA binding, with the mutation of ZF10 having less of an impact than that of ZF1 [38]. In addition, the C terminal 576–611 amino acids that connect the C terminal domain of CTCF with ZF 11 (also an RBR) have been shown to be important for the diffusion, clustering, target search, and self-association of CTCF. This RBR region does not physically interact with cohesin, but contributes to the formation of CTCF clusters in an RNA-dependent manner and these clusters block extruding cohesin [45, 46]. 

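FLAG ChIP-seq was performed on CTCF ID and CTCFL ID cells treated with RNase or mock-treated, with 2 replicates each. The paper and the sample labels both give 48 h of IAA and Dox. The authors called peaks in each replicate with MACS as above, and the lists hold no reads, so that depth is unknown. For CTCF, 23919 and 25374 peaks were listed after mock treatment and 24896 and 8584 after RNase. For CTCFL, 8918 and 14347 were listed after mock treatment and 9204 and 2526 after RNase. Sites in both replicates numbered 20575 and 8142 for CTCF and 7127 and 2319 for CTCFL. A mock site was counted as kept when an RNase site overlapped it by at least 1 bp.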

Since the RBRs are not significantly conserved between CTCF and CTCFL, we sought to determine if RNA has any role to play in the binding of CTCFL to DNA by treating cells expressing transgenic CTCF (CTCF ID) and CTCFL (CTCFL ID) with RNase. FLAG ChIP-seq revealed that as expected, CTCF exhibited reduced binding to chromatin [38], while in contrast, CTCFL binding was unaltered (Fig. 2g). Thus, CTCFL does not require RNA to bind chromatin.

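Of the 20575 CTCF mock sites, 36.9% were kept after RNase, and of the 7127 CTCFL mock sites, 24.8% were. The ratio of sites after RNase to sites after mock treatment was 0.396 for CTCF and 0.325 for CTCFL. Replicate 2 of the RNase treatment set both values: with replicate 1 alone, 72.5% of CTCF and 52.4% of CTCFL mock peaks were kept, and with replicate 2 alone 31.2% and 16.6%. In the 8584 strongest peaks of every CTCF replicate, between 65.6% and 66.7% of mock peaks were found after RNase, against 85.7% and 85.8% found in the other mock replicate and 66.9% and 67.2% of RNase peaks found in the other RNase replicate. In the 2526 strongest peaks of every CTCFL replicate, 47.4% and 45.4% of the peaks of mock replicate 1 and 65.6% and 56.7% of those of mock replicate 2 were found after RNase, against 54.3% and 54.4% in the other mock replicate and 63.8% and 64.0% between RNase replicates. By these shares, the loss for CTCF was larger than the difference between mock replicates but about as large as that between RNase replicates. For CTCFL it was larger than the difference between mock replicates for mock replicate 1 alone. In both, the whole list of RNase replicate 2 was set against the top of longer lists, so that the shares compare ranks as well as loss. Equal numbers of peaks per replicate were planned for the kept sites, with 61.4% for CTCF and 65.0% for CTCFL, and the comparison of single replicates was chosen after the shares were seen. The paper reports reduced binding of CTCF after RNase and concludes that CTCFL needs no RNA to bind chromatin.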

### CTCFL activates cancer testes antigens (CTA) and components of cancer relevant signaling pathways

CTCFL, itself a cancer testis antigen (CTA) referred to as Cancer/Testis Antigen 27, has an impact on expression of other CTA genes. Indeed, upon induction with Dox, *Ctcfl* and *Dll1* were the most highly upregulated genes (Fig. 2f)*.* DLL1 is a Notch ligand known to play a major role in cancers like breast cancer [47, 48] and squamous neoplasias [49], and it is thought to be a promising therapeutic target [50]. 

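Among the 634 genes called up in CTCFL U versus D, Ctcfl had rank 5 by log2 fold change and Dll1 had rank 58. Dll1 (ENSMUSG00000014773, chromosome 17 from 15367354 to 15376872) rose from 414 ± 60.9 (SD, n = 3) normalized counts to 3695 ± 192 (SD, n = 3), a log2 fold change of 3.16 (standard error 0.11, adjusted p = 2.33e-14 from limma). By limma adjusted p, Ctcfl had rank 1 and Dll1 rank 2. Prss50 ranked 51 by log2 fold change. By limma adjusted p, the changes of Ctcfl and Dll1 were both past the threshold when any 1 library was left out.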

Our ChIP-seq data showed CTCFL binding at the promoter of *Dll1* and other CTAs such as *TSP50 or Prss50* [51] and those belonging to the MAGE family (MAGE-B4, MAGE-E1, MAGE-F1) (Additional file 1: Figure S3A, B). 

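No CTCFL site of D or ID was found within 20 kb of Dll1 or of Mageb4. Magee1 (ENSMUSG00000031227, chromosome X from 105120378 to 105123927) held a CTCFL D site at its promoter from 105121029 to 105121751 with a -log10 q of 11.1. Its log2 fold change was 1.06 (standard error 0.26, adjusted p = 0.0034 from limma), and it was no longer called without CTCFL D replicate 1 (0.94) or CTCFL U replicate 2 (0.96), nor without CTCFL D replicate 2 (adjusted p = 0.0110). Mageb4 rose from 7.83 ± 6.06 (SD, n = 3) to 35.4 ± 11.7 (SD, n = 3) normalized counts, a log2 fold change of 2.20 (limma adjusted p = 0.0049). At these low counts it was no longer called when CTCFL U replicate 1 or 3 or CTCFL D replicate 2 or 3 was left out, with limma adjusted p of 0.0239, 0.0207, 0.0129 and 0.0250. Magef1 is not in the expression table. The nearest CTCFL D site to it, from 21336007 to 21337008 on chromosome 16, has its middle 3152 bp and its near edge 2651 bp upstream of its start site, so that it lies inside a window of 3 kb by its edge and outside by its middle, the rule used here.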

CTCFL binding was also linked to increased expression of the ADAM family of proteins (ADAMTS2, ADAMTS15) (Additional file 1: Figure S3C). 

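Adamts2 (ENSMUSG00000036545, chromosome 11 from 50602084 to 50807573) rose from 50.6 ± 9.50 (SD, n = 3) normalized counts to 444 ± 59.8 (SD, n = 3) in CTCFL U versus D, a log2 fold change of 3.12 (standard error 0.33, adjusted p = 2.82e-07 from limma). A CTCFL D site lay at its promoter from 50602377 to 50603830 (-log10 q 17.9). The nearest CTCF ID site, also within the promoter window, ran from 50599058 to 50599828 and did not overlap it. Adamts15 (ENSMUSG00000033453, chromosome 9 from 30899155 to 30922452) rose by 1.40 (standard error 0.21, limma adjusted p = 2.08e-05), and its promoter held a CTCFL D site from 30920485 to 30921188 that was shared with CTCF.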

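Stra8 rose in the CTCF line when CTCF was depleted, from 2208 ± 144 (SD, n = 2) normalized counts in U to 7360.0 ± 273 (SD, n = 3) in I, a log2 fold change of 1.74 (adjusted p = 4.55e-09 from limma), and also after Dox in the CTCFL line. Adamts15 rose on depletion of CTCF too, by 1.32 (limma adjusted p = 4.49e-04). Dll1 did not change detectably on depletion (log2 fold change 0.10, limma adjusted p = 0.404). Prss50 fell by 0.97 (limma adjusted p = 0.0062), under the fold change threshold, and was called without CTCF I replicate 3 (log2 fold change -1.21).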

Use of the degron system allowed us to determine whether there is overlap in the genes that CTCF and CTCFL regulate, e.g., *Stra8* (Fig. 2a), or whether control is mutually exclusive, as in the case of the other genes highlighted above (Additional file 1: Figure S3A-C).

Previous studies have shown that CTCFL transgenic mice die within a few hours after birth. They exhibit ocular hemorrhaging and unfused eyelids, a phenotype typical of mouse models in which the TGFβ pathway is deregulated. In line with this, RNA-seq analysis of ES cells from the mice revealed upregulation of TGFβ1 [41]. Our ChIP-seq and RNA-seq data demonstrated that CTCFL binds to the promoter of *Tgfβ1*, leading to its upregulation (Additional file 1: Figure S3D). These findings highlight the links between CTCFL and TGFβ1. Additionally, a subset of TGFβ1 target genes (*Bhlhe40*, *Klf10*, *Gadd45b*) were upregulated in our dataset [52–54] (Additional file 1: Figure S3E). Furthermore, *Stat1*, a protein with both tumor suppressor and oncogenic properties [55] was bound and activated by CTCFL (Additional file 1: Figure S3D). 

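Tgfb1 (ENSMUSG00000002603, chromosome 7 from 25687002 to 25705077) rose from 246 ± 43.3 (SD, n = 3) normalized counts to 860 ± 114 (SD, n = 3) in CTCFL U versus D, a log2 fold change of 1.81 (standard error 0.15, adjusted p = 1.39e-08 from limma). Its promoter held a CTCFL D site from 25686245 to 25687069 that was shared with CTCF (-log10 q 23.04), and a CTCFL-only site from 25687359 to 25688864 (-log10 q 31.9). On depletion of CTCF its log2 fold change was -0.42 (limma adjusted p = 0.0381).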

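In CTCFL U versus D, Gadd45b had a log2 fold change of 0.68 (adjusted p = 1.50e-06 from limma), Bhlhe40 of 0.30 (adjusted p = 0.0023) and Klf10 of 0.11 (adjusted p = 0.197). All were under the fold change threshold. For Gadd45b and Bhlhe40 every D library was above every U library, and for Klf10 the libraries overlapped. In normalized counts, Gadd45b went from 1365 ± 61.1 (SD, n = 3) to 2191 ± 62.1 (SD, n = 3), Bhlhe40 from 3389 ± 60.6 to 4187 ± 355 and Klf10 from 5048 ± 225 to 5458 ± 395.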

We also identified upregulation of *Cited1*, which encodes Cbp/p300-interacting transactivator 1 that is a cofactor of the p300/CBP-mediated transcription complex [56] (Additional file 1: Figure S3F). These data demonstrate that ectopic expression of CTCFL is sufficient to trigger expression of a panel of genes that regulate several signaling pathways important in cancer.

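Cited1 (ENSMUSG00000051159, chromosome X from 102247381 to 102252181) rose from 179 ± 8.93 (SD, n = 3) normalized counts in U to 543 ± 67.3 (SD, n = 3) in D, a log2 fold change of 1.59 (standard error 0.14, adjusted p = 1.76e-08 from limma). A CTCFL-only site lay at its promoter from 102250365 to 102251308 (-log10 q 19.4), and no CTCF site was found within 20 kb.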

### The impact of CTCFL on 3D chromatin organization

To determine if CTCFL either shares or antagonizes the role of CTCF in chromosome folding, we performed Hi-C (see Additional file 1: Figure S4A and Additional file 3: Table S2 for quality control (QC) analysis). 

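Hi-C, which measures contacts between genomic regions, was performed with 2 replicates per condition in the CTCF and CTCFL lines (U, I, D and ID). The paper gives 96 h of treatment for the ID cells of its Fig. 6a, and 48 h where no other time is mentioned. The sample labels give 24 h. The authors filtered and ICE-corrected the contact matrices and called domains at a resolution of 40 kb with HiCratio, and also with the Crane method. The deposited lists hold 1 set of domains per condition and method, with no values per replicate and no contact counts, so that they give neither depth nor error. The paper reports Hi-C read numbers in its methods and its Table S2. These were not used here, so that differences in depth between conditions were not assessed. HiCratio lists were used here, and the Crane lists as an alternative. A boundary of untreated CTCFL cells was counted as kept in another condition when that condition had a boundary within 40 kb. The expectation was taken from the same boundaries moved by 500 kb. Compartments, insulation scores and loops cannot be computed from these lists.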

Consistent with the findings from previous studies, our principal component analysis (PCA) showed that compartments, which separate active euchromatin (A compartment) from inactive heterochromatin (B compartment), remain largely unchanged when CTCF was degraded (CTCFL I) [7]. We also could not detect any changes in compartments after induction of CTCFL, either in the presence (CTCFL D) or absence of endogenous CTCF (CTCFL ID) (Fig. 3a). Next we examined the impact of CTCFL on the highly self-interacting topologically associated domain (TAD) structures that form independently of compartments. Transgenic expression of CTCFL (CTCFL ID) did not rescue TAD structures that were lost upon CTCF depletion [7]. In contrast, control experiments using cells that harbor the CTCF transgene CTCF (CTCF ID) were able to restore these structures (Fig. 3b,c). 

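Untreated cells of the CTCFL line had 2952 domains, and their number changed by -13.4% in I (2556 domains) and by -14.5% in ID (2524 domains). Of the 2936 boundaries of untreated CTCFL cells, 53.4% were kept in CTCFL I and 55.2% in CTCFL ID, against 12.7% for boundaries moved by 500 kb in either. Untreated CTCF cells, another line without treatment, kept 86.6%. The caller moved the change in domain number most: in the Crane lists it was -5.33% in I and -3.70% in ID. Boundaries were also grouped by site classes drawn by any overlap of 1 bp, a definition chosen after the data were seen. Of the boundaries with a CTCF+CTCFL site within 40 kb, 52.8% were kept in I and 53.1% in ID. Of those with a CTCF-only but no CTCF+CTCFL site, 44.7% and 50.6% were kept. From the domains, the paper states that CTCFL did not restore the structure lost on depletion of CTCF.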

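In the CTCF line, the number of domains was 3041 in U, 2496 in I (a change of -17.9%) and 2889 in ID (a change of -5.00%). Of the boundaries of untreated CTCFL cells, CTCF I kept 54.4% and CTCF ID kept 83.0%. In the Crane lists CTCF ID had 3113 domains and CTCF U had 3103.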

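CTCF D had 3038 domains, a change of -0.100% from CTCF U, and CTCFL D had 2971, a change of 0.640% from CTCFL U. Median domain lengths were 560 kb in CTCF D and 600.0 kb in CTCF U, CTCFL U and CTCFL D, a difference of a single bin. In the Crane lists CTCF D had 3222 domains, a change of 3.83%, and CTCFL D had 3063, a change of -0.520%. CTCF D kept 88.3% and CTCFL D kept 87.9% of the boundaries of untreated CTCFL cells. The lists hold no strength of domains.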

Consistent with the dose-dependent effects of CTCF [7], we found that TADs were strengthened by expressing the CTCF transgene in the presence of endogenous CTCF (CTCF D) while expression of CTCFL in the presence of endogenous CTCF (CTCFL D) did not dramatically alter TAD structure at a global level (Fig. 3b,c).

**Fig. 3:**
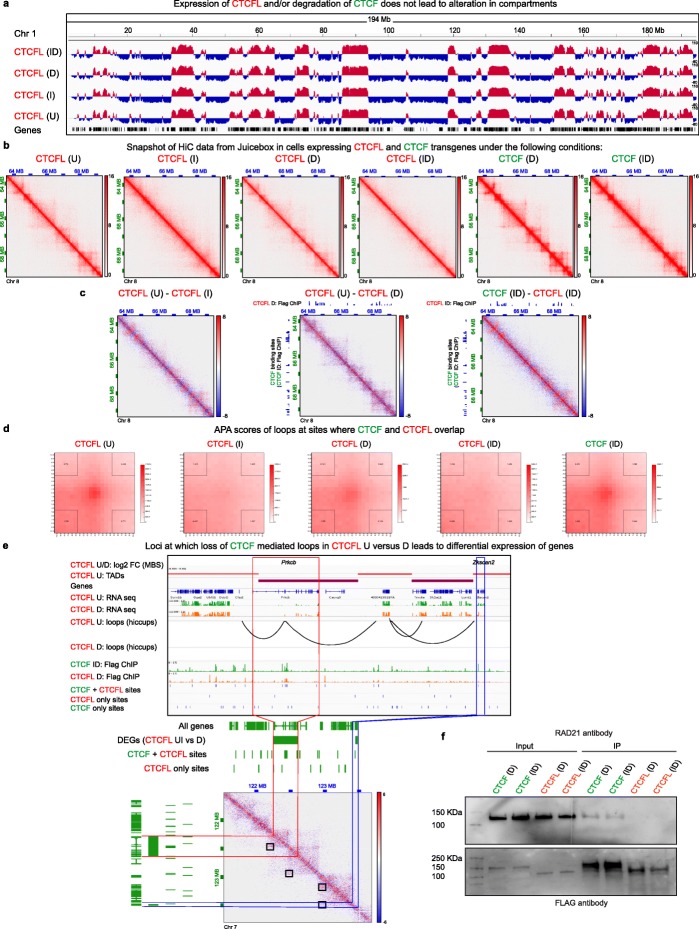
The impact of CTCFL on 3D chromatin organization. **a** IgV tracks showing principal component analysis characterizing the A/B status of compartments (red track: A compartment, PC1 > 0; blue track: B compartment, PC1 < 0) in cells harboring the CTCFL transgene under U, I, D, and ID conditions. Data from chromosome 1 is shown. **b** Hi-C data from Juicebox corresponding to Chr 8: 63,616,214-69,456,200 at 10 kb resolution. TADs show up as triangles on Hi-C contact maps whose intensity represents interaction strength. Heatmap of Hi-C interactions demonstrates loss of TADs following CTCF depletion (CTCFL I). CTCFL expression does not have a major impact on global TAD structure in the presence (D) or absence (ID) of CTCF. Strengthening of TADs is seen in CTCF D and rescue of TADs in CTCF ID. **c** Subtraction heatmaps of Hi-C data from Juicebox corresponding to CTCFL (U–I), CTCFL (U–D), and CTCF ID–CTCFL ID. CTCF binding sites (CTCF ID: FLAG ChIP) are shown on the *y*-axis and FLAG ChIPs of CTCFL-D and CTCFL ID on the *x*-axis, as indicated. **d** Aggregate peak analysis demonstrates the strength of the loops at sites where CTCF and CTCFL bind competitively. The transgenes and the respective treatments are indicated. The color intensity at the center of the plot is indicative of loop strength. APA scores are shown in the corners. Values > 1 indicate presence of loops. Examples of altered loops at specific loci are shown in Additional file 1: Figure S4B. **e** Screenshots of UCSC genome browser showing features of chromatin organization including mean boundary scores (MBS), presence of TADs, and alterations in loops as well as RNA and ChIP-seq tracks. The ChIP-seq peaks unique to CTCF and CTCFL as well as those that are overlapping are shown. The transgenes harbored by the cells and the respective treatments are indicated. Lower panel shows a representative case where alterations in loops and differential expression of genes occur at sites where CTCF and CTCFL binding overlaps. A snapshot of subtraction heatmap from Juicebox is shown with the loops highlighted in boxes. Loops appear as dots at the apex of TADs, the intensity of which defines the “loop strength.” **f** Co-IP experiments showing the interaction of RAD21 with transgenic CTCF and CTCFL in both D and ID conditions

Since CTCFL does not bind everywhere that CTCF binds, we focused on overlapping binding sites and performed an aggregate peak analysis (APA) to estimate the strength of the loops at these locations [57]. In this evaluation, the signals from a set of peak pixels are superimposed such that the color intensity corresponds to the strength of the loops. Cells with intact CTCF (CTCF U) had the strongest loops, and as expected, these disappeared when CTCF was degraded (CTCF I) and could be rescued by expression of control transgenic CTCF (CTCF ID). In contrast, CTCFL was unable to rescue CTCF-mediated looping (CTCFL ID) (Fig. 3d). An example of this is shown in Additional file 1: Figure S4B. Furthermore, expression of CTCFL in the presence of CTCF reduced loop strength, indicating that binding of CTCFL at CTCF overlapping sites impairs loop formation (Fig. 3d). This demonstrates that CTCFL does not have the same function as CTCF in chromosome organization and ectopic CTCFL expression disrupts CTCF-mediated genome folding.

We next asked if the changes in loop strength that were seen at sites where CTCF and CTCFL binding overlaps had any functional impact on transcriptional output. In untreated cells (U), the region corresponding to the *Prkcβ* gene is involved in two loops, one of which has CTCF-CTCFL overlapping binding sites at both anchors and the other only at one of the anchors. 

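Prkcb (ENSMUSG00000052889, chromosome 7 from 122288751 to 122634402) rose from 99.2 ± 21.6 (SD, n = 3) normalized counts in CTCFL U to 303 ± 29.5 (SD, n = 3) in CTCFL D, a log2 fold change of 1.62 (standard error 0.23, adjusted p = 1.26e-05 from limma). Inside the gene, sites shared by CTCF ID and CTCFL D lay at 122444961, 122459383, 122466220 and 122470571 (start of the CTCFL D site). At the promoter, a CTCFL-only site ran from 122289438 to 122290352 (-log10 q 11.7).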

Induction of CTCFL led to the disappearance of the loops as well as concomitant overexpression of *Prkcb* (Fig. 3e)*.* Upregulation of PRKCβ is of interest because it is a protein implicated in several cancers including lymphoma, glioblastoma, breast, prostate, and colorectal cancers [58]. In the same snapshot, downregulation of *Zkscan2* (that encodes a zinc finger with KRAB and SCAN domain protein) is linked to loss of a loop that has a CTCF-CTCFL overlapping binding site at an anchor adjacent to the gene (Fig. 3e).

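Zkscan2 (ENSMUSG00000030757, chromosome 7 from 123475384 to 123500449) fell from 443 ± 35.3 (SD, n = 3) normalized counts in CTCFL U to 176 ± 23.6 (SD, n = 3) in CTCFL D, a log2 fold change of -1.33 (standard error 0.14, adjusted p = 1.89e-07 from limma). Neither CTCF ID nor CTCFL D had a site at its promoter. Between the gene and 20 kb beyond it, a CTCF ID site from 123465522 to 123466334 (-log10 q 97.5) was overlapped by a CTCFL D site from 123465800 to 123466291 (-log10 q 11.3). Loops were not analysed here.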

In sum, these analyses demonstrate that CTCFL cannot rescue TAD structure and loop strength that are lost after CTCF depletion. Furthermore, while CTCFL does not have a global impact on TAD structure in the presence of CTCF, it does have an impact on looping at CTCF+CTCFL overlapping sites. Importantly, binding of CTCFL at CTCF+CTCFL overlapping binding sites was linked to differential expression of genes within altered loops. These findings have implications for the role of CTCFL in altering chromatin organization and gene expression in the context of cancer where CTCFL is expressed alongside CTCF.

### CTCFL does not physically interact with cohesin

There is some controversy about which region of CTCF interacts with cohesin. While one report demonstrates physical interaction between the C terminal region of CTCF (amino acids 575 to 611) and the SA2 subunit of cohesin [37], other studies that deleted these amino acids (577–614) showed that they are dispensable [36, 38, 46]. Although RAD21 overlaps with CTCF binding, it does not occupy sites bound exclusively by CTCFL (Fig. 2b) [10, 35]. It is thus likely that CTCFL fails to physically interact with cohesin, but this has not been directly demonstrated. To investigate, we performed co-immunoprecipitation experiments with lysates from cells induced to express transgenic CTCFL or control transgenic CTCF, in the presence or absence of endogenous CTCF (CTCF D and ID; CTCFL D and ID). We used an antibody to FLAG to pull down transgenic proteins followed by western blotting with a RAD21 antibody, to determine whether the two proteins interact with the cohesin complex under the different culture conditions. As shown in Fig. 3f, we find that RAD21 interacts with CTCF but fails to interact with CTCFL. Surprisingly, we were unable to visualize a RAD21 band in cells induced to express CTCFL in the presence of endogenous CTCF (CTCFL D). This suggests that CTCF and CTCFL may not interact with each other, in contradiction to findings from a previous study [35].

### The role of CTCF and CTCFL zinc fingers and N/C terminal regions in site-specific binding

While it is known that the zinc fingers 6 and 7 of CTCF and CTCFL can define site-specific selectivity [10, 59], little is known about whether there are other functional contributions made by the zinc fingers or N/C terminal regions of each factor. In order to investigate, we inserted transgenic CTCFL and CTCF with swapped N and C terminal domains into the *Tigre* locus. The fusion proteins (**C**TCF N terminus - CTCF**L** zinc fingers - **C**TCF C terminus; CTCF**L** N terminus - **C**TCF zinc fingers - CTCF**L** C terminus) are abbreviated as CLC and LCL, respectively where C stands for CTCF and L stands for CTCFL (Fig. 4a). The fusion protein transgenes, along with their FLAG and mRUBY tags, were expressed at the same levels as intact transgenic CTCF and CTCFL, as demonstrated by both flow cytometry (Additional file 1: Figure S5A) and western blotting (Fig. 4b). RNA-seq analysis revealed that each transgenic construct expressed the appropriate domains of CTCFL/CTCF as indicated by peaks at the respective exons (Additional file 1: Figure S5B).

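The expression table sums the reads of each gene over all exons, so that only whole genes can be compared. Ctcfl rose after Dox from 31.8 ± 6.59 (SD, n = 2) to 400.0 ± 22.8 (SD, n = 2) normalized counts in the LCL line, and from 42.0 ± 0.955 (SD, n = 2) to 1810.0 ± 26.8 (SD, n = 2) in the CLC line. The log2 fold changes were 3.62 (adjusted p = 4.12e-09 from limma) and 5.40 (adjusted p = 1.90e-06), and with IAA and Dox they were 5.17 and 6.10. Ctcf was not called in LCL or CLC after Dox. Its highest log2 fold change was 0.76, from I to ID of the CLC line (limma adjusted p = 0.0059), which the CTCF ends of the CLC transgene could contribute to. The ends of the CLC transgene and the zinc fingers of the LCL transgene are those of CTCF.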

**Fig. 4:**
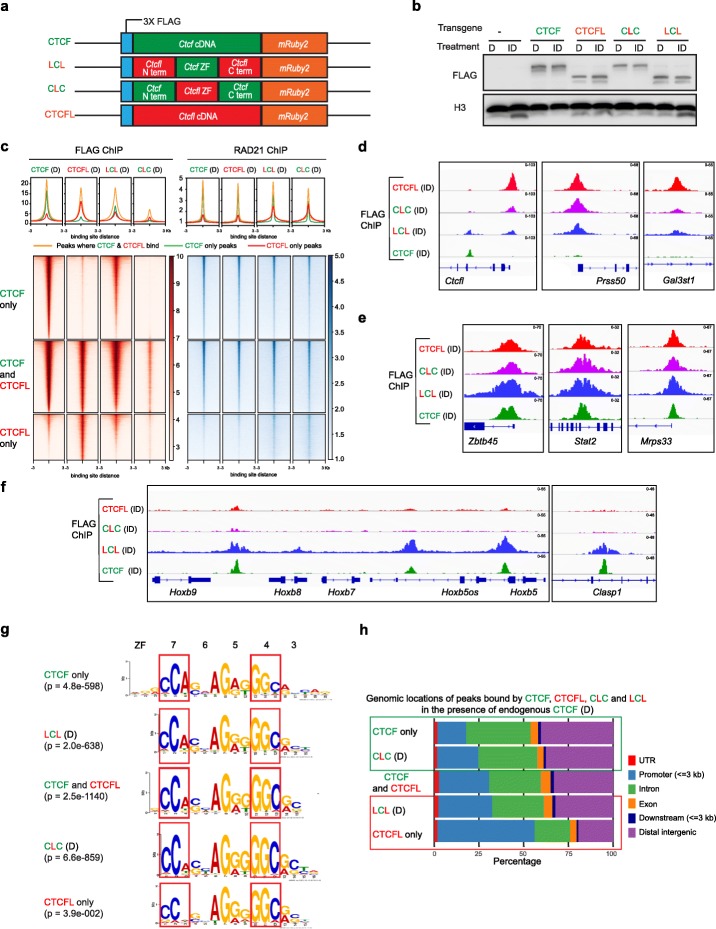
The role of CTCF and CTCFL zinc fingers and N/C terminals in site-specific binding. **a** Schematic showing the doxycycline-inducible parent (*Ctcf, Ctcfl*) and chimeric (CTCFL N terminus - CTCF ZFs - CTCFL C terminus (LCL) and CTCF N terminus - CTCFL ZFs - CTCF C terminus (CLC) transgenes knocked into the *Tigre* locus. All transgenes contain an N terminal 3 × FLAG, C terminal mRUBY2, and *TetO-3G* and *rtTA3G* for doxycycline-induced expression. **b** Western blot using FLAG antibody shows that the level of expression of transgenes is comparable across cell types as well as experimental conditions (D versus ID). Histone H3 serves as loading control. **c** Heatmaps of CTCF, CTCFL, LCL, and CLC ChIP-seq signals at regions where they bind in the presence of endogenous CTCF (D). The heatmaps are divided into CTCF only, CTCF+CTCFL overlapping, and CTCFL-only regions. Cohesin peaks (RAD21 ChIP) are shown for the corresponding conditions. Peaks are ranked by FLAG ChIP using cells expressing the CTCF transgene. Average profiles are shown above the corresponding heatmaps. **d–f** IgV tracks showing ChIP-seq for CTCF, CTCFL, LCL, and CLC at *Ctcfl*, *Prss50*, *Gal3st1* (**d**), *Zbtb45*, *Stat2*, *Mrps33* (**e**), *Hoxb*, and *Clasp1* (**f**) using a FLAG antibody in cells harboring the respective transgenes in the absence of CTCF. **g** Binding site motifs at CTCF and CTCFL-only sites, as well as CTCF and CTCFL overlapping sites. Motifs for CLC and LCL were identified in the presence of endogenous CTCF. The zinc fingers and the corresponding bases to which they bind are marked. **h** Annotation of the genomic locations of peaks bound at CTCF and CTCFL-only sites, as well as CTCF and CTCFL overlapping sites. Motifs for CLC and LCL were identified in the presence of endogenous CTCF. The locations of UTR, promoter (+/−  3 kb around TSS), intron, exon, downstream (3 kb), and distal intergenic regions are marked

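FLAG ChIP-seq and RAD21 ChIP-seq of the LCL and CLC lines had 2 replicates in each of D and ID, with 48 h of treatment by the paper and 24 h by the sample labels. The lists were made and merged as for the parent proteins. FLAG peaks numbered 31672 and 39620 in LCL D, 41363 and 42362 in LCL ID, 9867 and 13583 in CLC D and 23899 and 21220 in CLC ID, and sites in both replicates 27579, 34698, 7599 and 17876. RAD21 peaks numbered 5292 and 14913 in LCL D, 4847 and 163 in LCL ID, 1491 and 10771 in CLC D and 2470 and 348 in CLC ID. LCL D sites overlapped 62.3% of the CTCF-only, 89.9% of the CTCF+CTCFL and 51.5% of the CTCFL-only sites, by at least 1 bp. After the classes were moved by 10 kb, the shares were 3.74%, 5.02% and 4.63%. Requiring an overlap of 66% with the LCL D site gave 38.7%, 68.2% and 30.6%. Drawing the classes by any overlap of 1 bp, a definition chosen after the data were seen, gave 54.7%, 89.9% and 30.8%. By comparison, CTCF D sites overlapped 94.9% of the CTCF-only and 50.3% of the CTCFL-only sites.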

FLAG ChIP-seq in the presence of endogenous CTCF (D condition) revealed that LCL has a similar binding profile to CTCF, including at CTCF-only sites (Fig. 4c and Additional file 1: Figure S5C, D). The CTCF zinc fingers are therefore the main determinant of CTCF binding specificity. In contrast, CLC only bound CTCF+CTCFL sites and was unable to target CTCFL-only sites. 

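CLC D sites overlapped 30.9% of the CTCF+CTCFL, 16.4% of the CTCFL-only and 7.55% of the CTCF-only sites. After the classes were moved by 10 kb, the shares were 1.27%, 1.04% and 0.740%. Under classes drawn by 1 bp of overlap, they were 30.6%, 9.01% and 1.42%. In ID, CLC sites overlapped 87.5% of the CTCF+CTCFL and 48.0% of the CTCFL-only sites.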

CLC also exhibits overall reduced binding compared to CTCFL (Fig. 4c). 

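CLC had 7599 sites in D, where CTCFL had 22294, and 17876 in ID, where CTCFL had 25097. The number of CLC sites was 2.35 times as high in ID as in D, against 1.13 times for CTCFL. A higher number of peaks was listed in both replicates of CLC ID than in either replicate of CLC D. The lists do not give the depth that the number of peaks depends on.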

We also found that LCL can bind to a subset of CTCFL-only sites where CTCF does not bind (Additional file 1: Figure S5D), indicating that the N/C domains of CTCFL participate in targeting to CTCFL-only sites. 

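Of the 12539 CTCFL-only sites, 51.5% were overlapped by an LCL D site and 62.2% by an LCL ID site, against 34.9% by a CTCF ID site, the set that the classes are drawn from, and 50.3% by a CTCF D site. With classes by any overlap of 1 bp, by which no CTCF ID site overlaps a CTCFL-only site, LCL D overlapped 30.8%, LCL ID 45.6% and CTCF D 24.8% of the 8167 CTCFL-only sites. From these sites, the paper concludes that the ends of CTCFL take part in targeting.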

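Of the 20562 CTCF-only sites, CLC D sites overlapped 7.55%, and CLC ID sites overlapped 28.9%. When classes were drawn by any overlap the shares were 1.42% in D and 14.4% in ID, in the same order. In both definitions the share was higher when CTCF was absent. Since fewer peaks were listed in D, the 9867 strongest peaks of every replicate were also compared, which is the whole list of replicate 1 of D. At CTCF-only sites lay 16.7% and 19.1% of them in the replicates of D, and 28.8% and 29.5% in those of ID. These shares with classes by any overlap were 2.87% and 2.66% in D and 4.56% and 4.91% in ID. At CTCF+CTCFL sites the shares were also lower in D, with 32.3% and 39.8% against 64.5% and 64.6%, so that the difference is not specific to CTCF-only sites.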

Interestingly, clustering analysis of binding at CTCF and CTCFL-only sites revealed that CLC is able to bind weakly to some CTCF-only sites when CTCF is present but not when it is absent (Additional file 1: Figure S5D), indicating that the N and C terminals of CTCF might facilitate interaction between CTCF and CLC, which in turn could direct binding of CLC to these sites. To test this idea, we performed immunoprecipitation with GFP-Trap magnetic beads in which the endogenous CTCF was pulled down with a GFP antibody and blotted with a FLAG antibody against the transgenes. Our results show a physical interaction of CTCF with itself, CLC and LCL but not CTCFL. CTCF and CLC interaction could explain the presence of CLC at CTCF-only sites in the Dox condition (Additional file 1: Figure S5E). Examples of chimeric and parent protein binding are shown in the screenshots in Fig. 4d–f. 

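At the promoter of Ctcfl the -log10 q of the site was 154.5 for CTCFL ID, 48.6 for CLC ID and 29.6 for LCL ID. At Prss50 it was 110.7, 90.0 and 62.0, and at Gal3st1 81.0, 24.6 and 23.8. Sites of all these proteins were also found at the promoters of Zbtb45, with 56.9 for CTCFL ID, 72.3 for CLC ID and 74.3 for LCL ID, and of Mrps33, with 93.0, 84.4 and 91.0. Inside Stat2, the values were 27.1, 34.1 and 36.8. The -log10 q of a peak rises with the depth of its library, which is unknown, so that it ranks sites within a library rather than between libraries.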

CTCFL and CTCF-CTCFL overlapping binding sites are frequently bound by both CLC and LCL (Fig. 4d, e), but at some locations, fusion protein peaks are reduced in size compared to that of CTCFL (e.g., at *Ctcfl*, *Prss50*, *Gal3st1* loci) (Fig. 4d). 

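Within Clasp1 on chromosome 1, CTCF ID had a site from 118498043 to 118498997 (-log10 q 87.5) and another from 118529189 to 118529777 (-log10 q 64.3). LCL ID overlapped both, with a -log10 q of 46.4 and 24.7, and CLC ID overlapped neither. At the promoter of Hoxb5, LCL ID had a site with a -log10 q of 72.2 and CLC ID had none. Over all 20562 CTCF-only sites, 72.1% were overlapped by an LCL ID site.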

Sites bound by CTCF only were preferentially bound by LCL as opposed to CLC (Fig. 4f). Interestingly, RAD21 ChIP-seq reveals that CLC and LCL can redistribute cohesin to CTCFL-only sites where it does not normally go (Fig. 4c). This suggests that both the N/C domain of CTCF (present in CLC) as well as the zinc fingers (present in LCL) participate in how CTCF recruits cohesin.

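RAD21 regions in both replicates of LCL D, 1983 in all, overlapped 4.54% of the CTCF-only, 8.92% of the CTCF+CTCFL and 2.41% of the CTCFL-only sites. In CLC D, the 356 regions overlapped 0.681%, 1.88% and 0.463%. Replicate 2 of CLC D, with 10771 RAD21 peaks, overlapped 17.0% of CTCFL-only and 10.3% of CTCF-only sites, and replicate 1, with 1491, overlapped 2.42% and 1.49%. In replicate 1 of CTCF D and of CTCFL D the order was the opposite, with a lower share at CTCFL-only than at CTCF-only sites. Of the RAD21 peaks themselves, with classes by any overlap of 1 bp, 14.2% and 11.4% lay at CTCFL-only sites in the replicates of CLC D and 7.92% and 6.91% in those of LCL D. This share was 3.02% and 0.530% in CTCF D and 3.15% and 3.78% in CTCFL D. Both replicates of CLC D and of LCL D were above all 4 replicates of CTCF D and CTCFL D. The same order held for RAD21 peaks outside all classes: 42.9% and 49.3% in CLC D and 45.0% and 38.6% in LCL D. In CTCF D these were 29.3% and 7.45%, and in CTCFL D 26.6% and 23.1%. Whether a difference in the quality of the RAD21 lists gave the order was not tested. With 2 replicates in each condition, no exact test between 2 conditions can reach p = 0.05. In ID the shares were 10.1% and 2.01% for CLC and 7.43% and 3.07% for LCL, against 6.60% and 0.640% for CTCF and 8.49% and 4.97% for CTCFL, so that CLC and LCL were not above CTCFL in both replicates.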

From the ChIP-seq data, we demonstrate that the motif for sites where LCL and CLC bind is similar to that of CTCF and CTCFL, respectively (Fig. 4g). These findings indicate that as expected, zinc fingers direct sequence specific binding. In contrast, when we analyzed the genomic annotation intervals (UTR, promoters, introns, exons, downstream and distal intergenic regions) of the fusion protein binding sites, we identified a preference for LCL to be at promoters and CLC to be at intergenic and intronic regions. Thus, LCL resembles CTCFL and CLC resembles CTCF in this aspect of their behavior (Fig. 4h). These data reveal that the N and C terminal regions of CTCF and CTCFL contribute functionally to where these factors bind.

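The same matrix found a match in 27.5% of the 27579 LCL D sites and in 19.6% of the 7599 CLC D sites, within 50 bp of the summit. A at the ZF7 position was found in 78.2% of the matches in LCL D sites and in 67.3% of those in CLC D sites. C at the ZF4 position was found in 82.4% and 92.1%. With 250 bp on either side of the summit, matches were found in 55.1% of LCL D and 44.7% of CLC D sites, with A in 87.0% and 72.8% of them.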

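Of the LCL D sites, 28.8% were at promoters, and of the CLC D sites, 22.9%. Within 1 kb of a start site the shares were 17.1% and 11.7%. In ID, they were 31.0% for LCL and 27.7% for CLC. From the distribution over annotated regions, the paper reasons that the ends of the proteins contribute to where they bind.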

Taken together, these data indicate that both the zinc fingers and N and C terminal regions play distinct roles in site directed binding. LCL and CLC resemble CTCF and CTCFL, respectively in terms of their binding motifs highlighting the importance of the zinc fingers. The opposite is the case when it comes to the regions they prefer to bind (promoters versus intergenic and intronic regions): CLC and LCL resemble CTCF and CTCFL, respectively. We further demonstrate that CTCF can interact with itself, CLC and LCL but not CTCFL. Thus, N/C terminals as well as zinc fingers can potentiate dimerization, underscoring the functional contributions of each region in this aspect of CTCF biology.

### Gene expression changes of chimeric proteins do not phenocopy that of either parent protein

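RNA-seq of the LCL and CLC lines had 2 libraries in each of U, I, D and ID, with 48 h of treatment by the paper and 24 h by the sample labels, and the values were made and analysed as for the other lines. Recovered reads in the LCL line were 26435259 and 48070042 in U, 35341627 and 48439704 in I, 39222499 and 42631656 in D and 20497827 and 49716771 in ID. In the CLC line they were 26349345 and 36822321 in U, 31086684 and 31800523 in I, 31679618 and 38182214 in D and 32244858 and 39671659 in ID. The tests covered 15274 genes in the LCL line and 15337 in the CLC line. When 1 library is left out of a group of 2, limma takes the remaining library to vary as the other groups do.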

To determine whether the N and C terminal regions of the CTCF and CTCFL proteins influence transcriptional output we performed RNA-seq on cells expressing LCL and CLC in the presence and absence of CTCF. 

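LCL U versus D called 291 genes, 153 up and 138 down, and CLC U versus D called 92, 54 up and 38 down. The count for LCL ranged from 201 without a filter on low values to 436 with all lines in 1 fit. It was 161 without LCL D replicate 2 and 153 without LCL U replicate 1. The count for CLC depended more on the settings. It was 22 with replicate numbers as a block, 42 without a filter, 258 with DESeq2 on whole reads, 301 with only U and D in the fit and 308 with all lines in 1 fit. It was 2 without CLC D replicate 1 and 1 without any single one of the other libraries of U and D. In the LCL line the strongest rise was that of Rapgef4, from 2.73 ± 2.25 (SD, n = 2) to 119.9 ± 16.7 (SD, n = 2) normalized counts (log2 fold change 5.16, adjusted p = 4.20e-06 from limma), followed by Cox6a2, Vipr1, Ctcfl and Gm45441, and the strongest fall that of Nt5e (-3.69, adjusted p = 0.0057), followed by Gm14221, Gm9379, Cttnbp2 and Lefty2. In the CLC line Ctcfl rose most, followed by Rapgef4 (4.75, limma adjusted p = 0.0024), Dusp8, Hspa1a and Sla, and Gpr83 fell most (-2.67, adjusted p = 0.0065), followed by Nt5e, Samd9l, Myc and Cttnbp2. Without each of the 4 libraries in turn, Rapgef4, Ctcfl, Cttnbp2 and Lefty2 were always called in the LCL line, and the other 6 lost their call at least once (limma adjusted p up to 0.1105 for Gm9379). In the CLC line Ctcfl alone was always called. Genes called in CTCFL U versus D and LCL U versus D numbered 53 (15.3 by chance), 47 of them in the same direction. Those shared with CLC U versus D numbered 18 (4.60 by chance), 16 in the same direction. Each U versus D comparison also holds any effect of Dox itself, which these overlaps cannot separate from the transgenes. Across genes, the U versus D changes of CTCFL had an r of 0.224 with LCL and 0.183 with CLC. Those of the CTCF line had 0.303 and 0.345. From its own lower numbers of deregulated genes for LCL and CLC than for CTCFL, the paper concludes that neither chimera replaces CTCFL.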

Fewer genes were deregulated upon induction of LCL (265 genes) and CLC (254 genes) (Fig. 5a–c, Additional file 2: Table S1) compared to induction of CTCFL (986 genes) in the presence of CTCF (Fig. 2f, Additional file 2: Table S1). Thus, neither CLC nor LCL can phenocopy the impact of CTCFL, underscoring the functional importance of both the zinc finger and N/C terminal domains of this factor. 

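LCL U versus ID called 1911 genes, 876 up and 1035 down, and CLC U versus ID called 992, 566 up and 426 down. Leaving out any 1 library gave between 1497 and 1927 genes for LCL. For CLC it gave 497 without CLC ID replicate 1, 730.0 without CLC ID replicate 2, 377 without CLC U replicate 1 and 361 without CLC U replicate 2.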

Induction of CLC and LCL in the absence of CTCF, led to an increase in the number of genes that were up and downregulated in each case (Fig. 5d–f). However, fewer genes were deregulated than in cells where CTCF was depleted alone (Additional file 1: Figure S2D) suggesting that both factors were able to perform a partial rescue.

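Depletion of CTCF alone called 1464 genes in the LCL line (649 up and 815 down) and 1962 in the CLC line (1027 up and 935 down). In the CLC line the count was lower in ID, and in the LCL line it was higher. A score of depletion was computed over the 1024 genes that changed in the same direction in U versus I of both the CTCFL and the CTCF line, as the mean log2 change from U in the direction of depletion. Between I and ID it went from 1.60 ± 0.0051 (SD, n = 2) to 1.07 ± 0.0175 (SD, n = 2) in the LCL line, and from 1.81 ± 0.124 (SD, n = 2) to 1.14 ± 0.0533 (SD, n = 2) in the CLC line. The change was -0.52 in LCL and -0.67 in CLC, larger than the spread between libraries, and 2 libraries against 2 allow no exact test to reach p = 0.05. In the CTCFL line the score was 2.00 in I and 1.93 in ID, and in the CTCF line 1.86 in I and 1.95 in ID. From the lower number of genes, the paper proposes a partial rescue by both chimeras.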

**Fig. 5:**
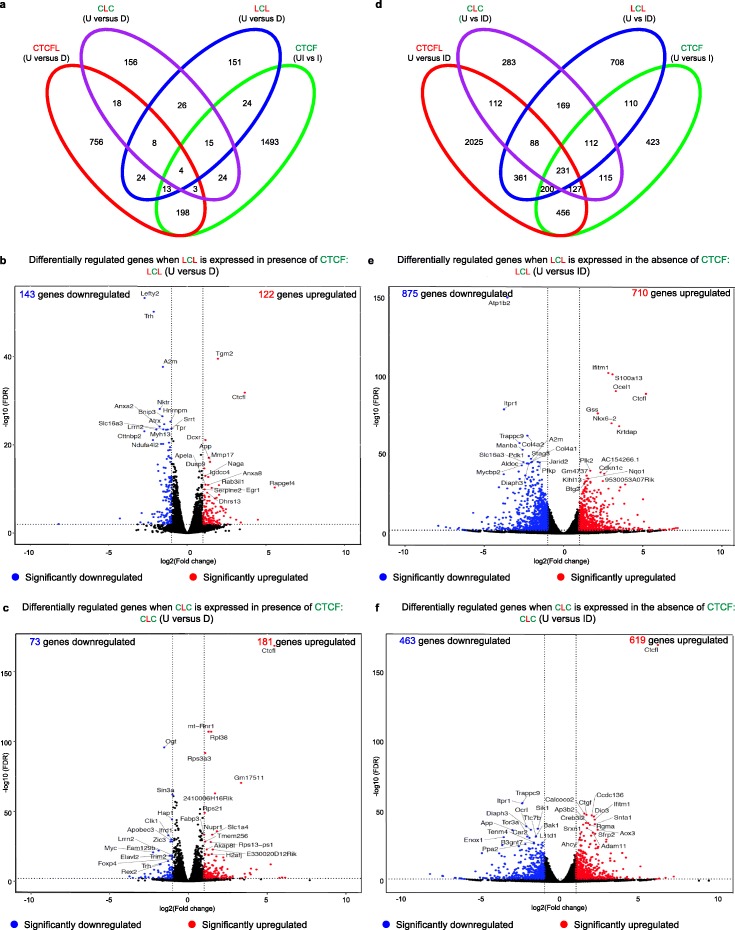
Gene expression changes of fusion proteins do not phenocopy that of either parent protein. **a, d** Venn diagrams showing comparison of deregulated gene expression by CTCFL, LCL, and CLC in the presence (**a**) and absence (**d**) of endogenous CTCF. **b, c, e, f** Volcano plot representation of differentially expressed genes in untreated (U) versus LCL (**b, e**) and CLC (**c, f**) expressing mESCs in the presence (D) (**b, c**) and absence (ID) (**e, f**) of endogenous CTCF. Red and blue mark the genes with significantly increased or decreased expression, respectively (FDR < 0.01). The *x*-axis shows the log2 fold-changes in expression and the *y*-axis the log 10 (false discovery rate) of a gene being differentially expressed. The number of genes that are significantly up- or downregulated is indicated in either case

Although the two fusion proteins are largely incapable of phenocopying the impact of the parent proteins on gene expression, there are examples of loci where we see concordant and discordant changes (Additional file 1: Figure S6). 

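Gadd45g (ENSMUSG00000021453, chromosome 13 from 51846678 to 51848468) rose in CTCFL U versus D from 571 ± 59.7 (SD, n = 3) to 1878 ± 158 (SD, n = 3) normalized counts, a log2 fold change of 1.72 (standard error 0.11, adjusted p = 2.60e-10 from limma). In CLC U versus D it rose from 19.6 ± 9.28 (SD, n = 2) to 94.4 ± 19.8 (SD, n = 2), a log2 fold change of 2.27 (standard error 0.34, limma adjusted p = 0.0087). In the CLC line it was no longer called without any single one of the 4 libraries, with limma adjusted p from 0.0273 to 0.0916.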

At *Gadd45g*, concordant changes in gene expression are mediated by CTCFL and CLC suggesting that the zinc finger region of CTCFL is important for the regulation of this gene (Additional file 1: Figure S6A). Both parent and fusion proteins are bound upstream of *Gadd45g*, but CTCF removal and induction of LCL have no effect on this gene’s expression status, underscoring the fact that binding does not always equate with proximal changes in gene expression. 

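Sites of CTCF ID, CTCFL D, LCL D and CLC D were found at the promoter of Gadd45g, of which the CTCFL D site ran from 51844934 to 51846137 on chromosome 13. In LCL U versus D the log2 fold change of Gadd45g was -0.52 (adjusted p = 0.197 from limma), and in CTCF U versus I it was 0.16 (adjusted p = 0.374).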

At the *Igf2* locus, induction of LCL and removal of CTCF leads to its upregulation, indicating that the two factors act discordantly: LCL activates and CTCF represses expression of this gene (Additional file 1: Figure S6B). 

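Igf2 (ENSMUSG00000048583, chromosome 7 from 142650766 to 142666816) rose in LCL U versus D from 176 ± 7.26 (SD, n = 2) to 463 ± 65.8 (SD, n = 2) normalized counts, a log2 fold change of 1.38 (standard error 0.17, adjusted p = 1.41e-05 from limma). In CTCF U versus I it rose from 2515 ± 108 (SD, n = 2) to 5306 ± 310.0 (SD, n = 3), a log2 fold change of 1.08 (standard error 0.07, limma adjusted p = 1.09e-07).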

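Upstream of Igf2, and downstream of the annotated end of Igf2os, a CTCF ID site ran from 142671998 to 142672609 (-log10 q 24.5). An LCL D site from 142672170 to 142672670 (-log10 q 6.18) overlapped it. Neither CTCFL nor CLC had a site within 20 kb of Igf2 in D or ID.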

LCL and CTCF bind at an overlapping site upstream of *Igf2os* suggesting this may be a direct effect regulated by the zinc fingers of each protein. 

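In CTCFL U versus D the log2 fold change of Igf2 was 0.73 (standard error 0.09, adjusted p = 9.80e-07 from limma), past the p threshold and under the fold change threshold. In CLC U versus D it was 0.60 (standard error 0.19, limma adjusted p = 0.0754), and both D libraries were above both U libraries.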

Interestingly both CLC and CTCFL appear to activate *Igf2,* although neither factor binds to the upstream region, suggesting an indirect or long-distance effect that results from binding at a distal site. 

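Prss50 rose in LCL U versus D by a log2 fold change of 2.37 (standard error 0.44, adjusted p = 6.94e-04 from limma), and was no longer called without LCL D replicate 1 or 2 (adjusted p = 0.0108 and 0.0175). In CLC U versus D its log2 fold change was 1.29 (standard error 0.38, limma adjusted p = 0.0635). Steap1 (ENSMUSG00000015652, chromosome 5 from 5736317 to 5749326) had a log2 fold change of 1.57 in CTCFL U versus D (standard error 0.14, limma adjusted p = 2.38e-08), of 1.65 in LCL U versus D (standard error 0.45, adjusted p = 0.0126) and of 1.20 in CLC U versus D (standard error 0.35, adjusted p = 0.0604). It was called in LCL with DESeq2 and in 5 other settings, and in CLC with DESeq2 and with only U and D in the fit. In both lines, both D libraries were above both U libraries for Prss50 and for Steap1.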

At *Prss50* and *Steap1*, LCL and CLC mediated-activation are concordant with the effects of CTCFL. Furthermore, degradation of CTCF downregulates *Steap1* expression indicating that CTCF is also important for its activation. 

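Steap1 fell on depletion of CTCF (CTCF U versus I) from 122 ± 2.83 (SD, n = 2) to 56.9 ± 16.2 (SD, n = 3) normalized counts, a log2 fold change of -1.13 (standard error 0.22, adjusted p = 9.43e-04 from limma). Without CTCF I replicate 1 it was -0.88, under the threshold. A CTCF ID site shared with CTCFL D lay at its promoter from 5749048 to 5749828 (-log10 q 71.2).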

Here both N/C terminal regions and zinc fingers of CTCFL contribute to the regulation of these genes (Additional file 1: Figure S6C). At the *Egr1* locus CLC and LCL act independently of CTCF and CTCFL in regulating transcription (Additional file 1: Figure S6D). These examples highlight the fact that overlapping changes in chimeric protein-mediated deregulated genes are not necessarily concordant with expression changes mediated by either parent protein.

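Egr1 (ENSMUSG00000038418, chromosome 18 from 34859823 to 34864984) rose in LCL U versus D from 151 ± 15.2 (SD, n = 2) to 442 ± 8.32 (SD, n = 2) normalized counts (log2 fold change 1.55, adjusted p = 1.52e-04 from limma) and in CLC U versus D from 234 ± 3.56 (SD, n = 2) to 476 ± 36.4 (SD, n = 2) (log2 fold change 1.02, adjusted p = 0.0077). The rise in CLC was no longer called without any single one of the 4 libraries, with limma adjusted p from 0.0497 to 0.117. In CTCFL U versus D its log2 fold change was -0.49 (limma adjusted p = 0.0128), and in CTCF U versus I -0.04 (adjusted p = 0.856).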

### The impact of fusion proteins on chromatin organization

Our finding that CTCFL is unable to rescue the impact of CTCF depletion on TAD structure due to its inability to bind cohesin (Fig. 3) begs the question of whether the zinc fingers or N/C terminal domains contribute to this aspect of CTCF’s function. 

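Hi-C of the CLC and LCL lines had 2 replicates in D and in ID. The paper gives 96 h of treatment for ID and its default of 48 h otherwise, and the sample labels give 24 h. The authors' domain lists, 1 per condition and method, were used as for the parent proteins. No untreated cells of these lines are in the lists, so that untreated CTCFL cells were the reference. Of their 2936 boundaries, 59.2% were kept in CLC ID and 60.5% in LCL ID, against 53.4% in CTCFL I, 54.4% in CTCF I, 55.2% in CTCFL ID and 83.0% in CTCF ID. The same boundaries moved by 500 kb gave 13.8% and 13.0%. The tolerance moved these shares most, to 37.5% and 40.0% when the boundary had to be in the same bin. Boundaries were then grouped by site classes drawn by any overlap of 1 bp, a definition chosen after the data were seen. Of the 1638 boundaries with a CTCF+CTCFL site within 40 kb, 59.8% were kept in CLC ID and 63.7% in LCL ID. The shares were 53.1% in CTCFL ID, 52.8% in CTCFL I and 56.7% in CTCF I. With a CTCF-only site but no CTCF+CTCFL site within 40 kb the shares were 51.8%, 49.9%, 50.6%, 44.7% and 44.6%, and with neither 65.7%, 63.6%, 66.0%, 64.6% and 59.1%.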

To determine this, we performed Hi-C (see Additional file 3: Table S2 for QC) and asked if either fusion protein (CLC or LCL) could restore chromatin folding (ID condition). At a global level, we observed that transgenic CLC and LCL were partially able to restore the TAD structure that is lost after CTCF depletion (Fig. 6a, b). However, CLC and LCL did not have a major impact on TAD structure when expressed in the presence of endogenous CTCF (D condition) (Additional file 1: Figure S7A). Additionally, expression of transgenic CTCFL, CLC, and LCL in the presence of endogenous CTCF had no significant effect on TAD number or length (Additional file 1: Figure S7B, C). 

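Relative to the 2952 domains of untreated CTCFL cells, CTCFL D had 2971, CLC D 2976 and LCL D 2880, changes of 0.640%, 0.810% and -2.44%. Median lengths were 600.0 kb in each. In the Crane lists the changes were -0.520%, 3.15% and 2.79%. With 1 list per condition, no test was made.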

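The number of domains differed from that of untreated cells by -17.9% in CTCF I, -13.4% in CTCFL I, -5.00% in CTCF ID, -14.5% in CTCFL ID, -11.8% in CLC ID and -14.2% in LCL ID, with untreated CTCFL cells as the reference for the CTCFL, CLC and LCL lines. Median lengths were 640.0 kb in CTCF I, CTCFL I, CTCFL ID, CLC ID and LCL ID, and 600.0 kb in CTCF ID, CTCF U and CTCFL U. In the Crane lists, the changes were smaller: -6.74% in CTCF I, -5.33% in CTCFL I, 0.320% in CTCF ID, -3.70% in CTCFL ID, -1.33% in CLC ID and -0.620% in LCL ID. From the number and length of domains, the paper states that rescue was achieved by CTCF and not by the others.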

As expected, we detected fewer, larger TADs upon CTCF depletion and while complete rescue was achieved by expression of transgenic CTCF, no rescue was achieved by induction of CTCFL or the chimeric proteins (Additional file 1: Figure S7B, C).

**Fig. 6:**
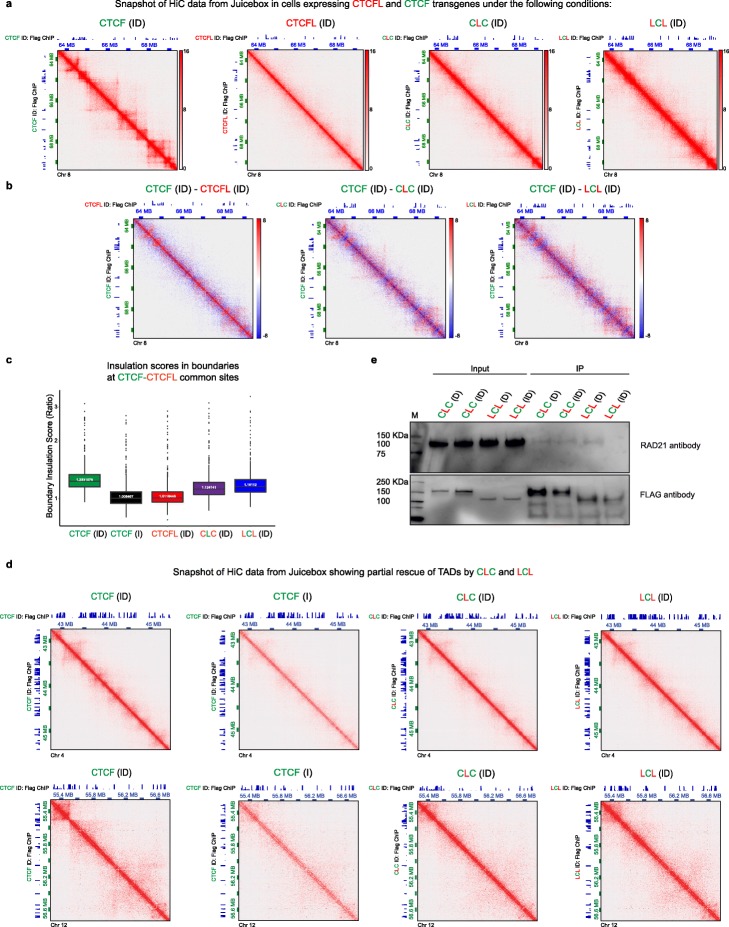
The impact of fusion proteins on chromatin organization**. a** Snapshot of Hi-C data from Juicebox corresponding to Chr 8: 63,616,214-69,456,200 at 10 kb resolution. Cells harboring CTCF, CTCFL, CLC, and LCL transgenes were treated with ID as indicated for 4 days. The corresponding FLAG ChIPs are shown on the *x*- and *y*-axis. **b** Subtraction heatmaps of Hi-C data from Juicebox corresponding to CTCF ID – CTCFL ID, CTCF ID – CLC ID, and CTCF ID – LCL ID. CTCF binding sites (CTCF ID: Flag ChIP) are shown on the *y*-axis and Flag ChIPs of CTCFL ID, CLC ID, and LCL ID on the *x*-axis, as indicated. **c** Insulation scores in boundaries of CTCF+CTCFL overlapping sites in CTCF depleted cells (CTCF I) as well as cells depleted of CTCF but induced to express transgenic CTCF, CTCFL, CLC, or LCL (ID condition). **d** Snapshot of Hi-C data from Juicebox showing partial recue of TADs when CLC and LCL were expressed in the absence of endogenous CTCF. The corresponding FLAG ChIPs are shown on the *x*- and *y*-axis. **e** Co-IP experiments showing interaction of RAD21 with transgenic CLC or LCL in the presence (D) and absence (ID) of CTCF

We next analyzed insulation score at the boundaries of CTCF+CTCFL overlapping sites using the HiCratio method [60]. As expected, boundaries were maximally affected when CTCF was degraded and could be recovered by expression of transgenic CTCF but not CTCFL. In contrast, the presence of transgenic CLC and LCL led to partial recovery of insulation (Fig. 6c). Examples of specific sites where partial rescue of TAD structure was achieved by expression of CLC and LCL after removal of CTCF are shown in Fig. 6d. It is clear in all the above analyses that LCL fared slightly better at rescuing TAD structure and insulation than CLC.

Since the interaction between CTCF and cohesin is important for the establishment of TAD structures [7, 61, 62], we used the chimeric proteins LCL and CLC to determine whether the zinc fingers and/or the N/ C terminal regions were involved. We performed co-immunoprecipitation experiments with lysates from cells harboring chimeric proteins (CLC and LCL) in the presence and absence of CTCF. With this approach, we could detect that RAD21 is pulled down with CLC but not LCL in the absence of endogenous CTCF (Fig. 6e). This finding demonstrates that the N/C terminal regions of CTCF are involved in mediating the interaction with cohesin. Interestingly, pulldown of RAD21 was observed with LCL in the presence, but not absence, of endogenous CTCF. This could be a result of LCL interacting with CTCF as shown by the GFP-Trap experiment (Additional file 1: Figure S5E). The failure of LCL to interact with RAD21 in the absence of CTCF indicates that it is the N and/or C terminals of CTCF that mediate interaction with cohesin.

### The N terminus of CTCF interacts with RAD21

To determine whether the N or the C terminal is responsible for CTCF’s ability to interact with cohesin, we inserted transgenic CTCFL chimeric proteins into the *Tigre* locus with either their N or C terminal domains swapped with those of CTCF. The chimeric proteins (**C**TCF N terminus - CTCF**L** zinc fingers - CTCF**L** C terminus; CTCF**L** N terminus - CTCF**L** zinc fingers - **C**TCF C terminus) were abbreviated as CLL and LLC where C stands for CTCF and L stands for CTCFL (Fig. 7a). The chimeric protein transgenes, along with their FLAG and mRUBY tags, were expressed at the same levels as intact transgenic CTCF and CTCFL, as demonstrated by flow cytometry (Fig. 7b). Western blotting confirmed that the level of expression of CLL and LLC were comparable across D and ID conditions (Fig. 7c).

**Fig. 7:**
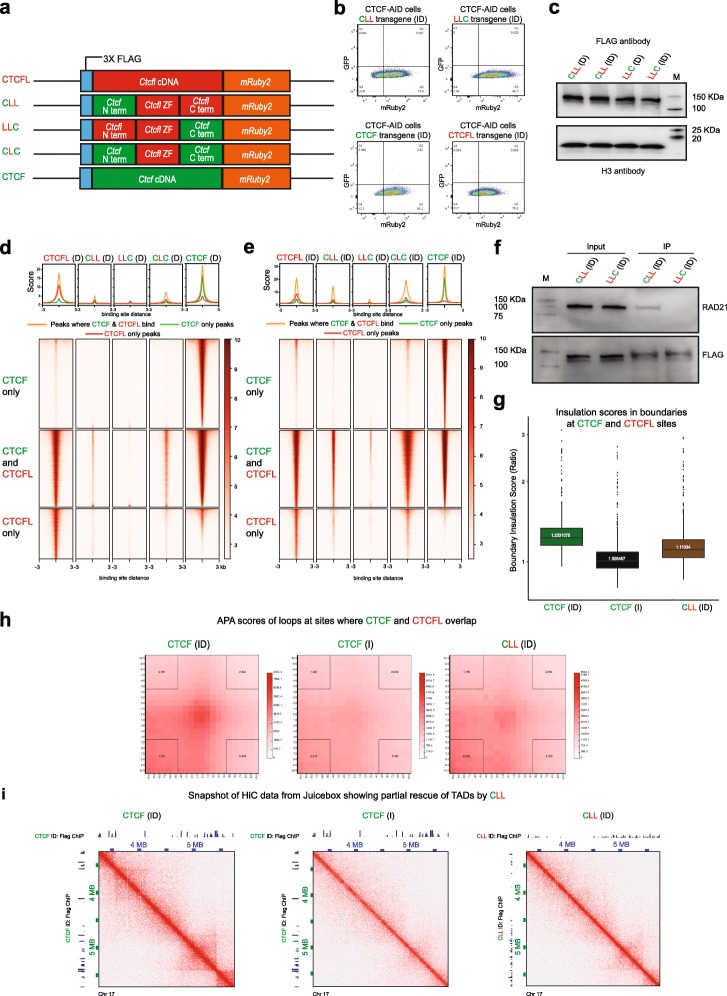
The N terminus of CTCF interacts with RAD21. **a** Schematic showing the doxycycline-inducible parent and chimeric protein transgenes knocked into the *Tigre* locus. **b** Flow cytometry confirms that the level of mRuby2 expression of the transgenes and parental proteins are comparable. **c** Western blot using FLAG antibody shows that the level of expression of CLL and LLC is comparable across experimental conditions (D versus ID). Histone H3 serves as loading control. **d**, **e** Heatmaps showing CTCFL, CLL, LLC, CLC, and CTCF ChIP-seq signals at regions where they bind in the presence (**d**) and absence (**e**) of endogenous CTCF. The heatmaps are divided into CTCF only, CTCF+CTCFL overlapping, and CTCFL-only sites. Average profile of the respective heatmaps is shown above the corresponding heatmaps. **f** Co-IP experiments showing interaction of RAD21 with transgenic CLL and LLC in the absence (ID) of CTCF. M stands for molecular weight marker and the corresponding weights are shown. **g** Insulation scores in boundaries of CTCF+CTCFL overlapping sites in CTCF-depleted cells (CTCF I) and cells depleted of CTCF that were induced to express transgenic CTCF and CLL (ID condition). **h** Aggregate peak analysis demonstrates the strength of the loops in the CTCF ID, CTCF I, and CLL ID conditions at sites where CTCF and CTCFL bind competitively. **i** Snapshot of Hi-C data from Juicebox showing TADs in the presence of transgenic CTCF (CTCF ID), loss of TADs after CTCF depletion (CTCF I), and partial recue of TADs when CLL was expressed in the absence of endogenous CTCF (CLL ID). The corresponding FLAG ChIPs are shown on the *x*- and *y*-axis

FLAG ChIP-seq in the presence of endogenous CTCF (D condition) revealed that CLL has a similar binding profile to CTCFL, although compared to the latter, binding was much reduced. 

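FLAG ChIP-seq of the CLL and LLC lines had 2 replicates in each of D and ID, with 48 h of treatment by the paper and by the sample labels, and the lists were made and merged as for the other proteins. Peaks numbered 2189 and 14593 in CLL D, 18798 and 27051 in CLL ID, 3731 and 11450.0 in LLC D and 9441 and 12519 in LLC ID. CLL D had 1908 sites in both replicates, where CTCFL D had 22294. They overlapped 1.14% of the CTCF-only, 2.47% of the CTCF+CTCFL and 3.21% of the CTCFL-only sites. After the classes were moved by 10 kb, the shares were 0.180%, 0.190% and 0.220%. Of the 2189 strongest peaks of each replicate, 11.4% lay at CTCF+CTCFL sites in replicate 1 and 51.5% in replicate 2.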

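LLC had 3305 sites in both replicates of D. They overlapped 1.53% of the CTCF-only, 3.01% of the CTCF+CTCFL and 4.63% of the CTCFL-only sites, against 0.310%, 0.320% and 0.330% after the classes were moved by 10 kb.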

In the case of LLC, we detected almost no binding in the Dox condition (Fig. 7d). However, binding of both transgenes was increased in the absence of CTCF (ID condition) (Fig. 7e), which suggests that the two chimeric proteins are unable to compete effectively with CTCF at these sites. Moreover, these data indicate that the C terminal region of CTCFL is more important than the N terminal region for CTCFL’s binding. 

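In ID, CLL had 15633 sites, 8.19 times the number in D, and LLC had 6621, 2.00 times the number in D. The ratio for CLL rests on replicate 1 of CLL D, with 2189 peaks, since replicate 2 had 14593 in D and 27051 in ID. The ratio for LLC rests on replicate 1 too, with 3731 peaks in D and 9441 in ID, since replicate 2 had 11450.0 and 12519. CLL ID sites overlapped 16.6% of the CTCF-only, 69.5% of the CTCF+CTCFL and 32.7% of the CTCFL-only sites, and LLC ID sites 3.84%, 14.6% and 8.80%. With classes by any overlap of 1 bp, a definition chosen after the data were seen, the shares were 4.83%, 66.4% and 18.1% for CLL and 1.83%, 13.5% and 7.37% for LLC. From the increase in ID, the paper proposes that CLL and LLC cannot compete effectively with CTCF at these sites.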

Binding of the single swapped chimeric proteins, CLL and LLC, was also reduced compared to the double swapped CLC chimera further suggesting that the C and N terminals of CTCF cooperate with each other and are both important for binding.

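CLC had 7599 sites in D, against 1908 for CLL and 3305 for LLC, and 17876 in ID, against 15633 for CLL and 6621 for LLC. At CTCF+CTCFL sites, CLC overlapped 30.9% in D and 87.5% in ID. The gap to CLL in D depends on replicate 1 of CLL D: replicate 2 alone had 14593 peaks, which overlapped 37.2% of CTCF+CTCFL sites, while single replicates of CLC D had 9867 and 13583 peaks and overlapped 32.3% and 48.8%. By the sample labels, CLC was treated for 24 h and CLL and LLC for 48 h.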

Co-immunoprecipitation experiments with lysates from cells harboring chimeric protein (CLL) in the presence and absence of CTCF revealed that RAD21 was pulled down with CLL but not with LCC (Fig. 7f), indicating that it is the N terminal region of CTCF that is involved in mediating the interaction with cohesin. These interactions are consistent with convergence of CTCF binding being important for loop formation, because the N terminal region of CTCF would be the first point of encounter with cohesin. Hi-C was performed in cells expressing transgenic CLL in the absence of CTCF to determine if CLL can rescue the chromatin organization lost by CTCF depletion. As seen in Fig. 7g–i, CLL was respectively partially able to rescue boundary insulation, aggregate peak enrichment, and TAD structure. These results highlight the role played by the N terminus of CTCF in mediating interaction with cohesin as well as genome organization.

## Discussion

CTCF plays a key role in organizing chromatin into highly self-interacting topologically associated domain (TAD) structures by promoting the formation of insulating loops and boundaries that are important for gene regulation. It is a ubiquitously expressed factor in contrast to its paralogue, CTCFL, which is normally only transiently present in testis. CTCFL, however, is frequently aberrantly expressed in numerous cancers due to genetic abnormalities. As a result of shared and unique zinc finger sequences in CTCF and CTCFL, CTCFL can bind competitively to a subset of CTCF binding sites as well as its own unique locations. While this has been known for some time, the impact of CTCFL on chromosome organization and gene expression has not been comprehensively analyzed in the context of CTCF function. Indeed, CTCFL has largely been studied in a cancer setting which has many other confounding genetic aberrations. Here, we made use of a complementation system incorporating auxin-inducible degradable endogenous CTCF, combined with doxycycline-inducible transgenes encoding CTCF, CTCFL, or CTCF-CTCFL chimeric proteins. This approach enabled us to analyze the impact of CTCF and CTCFL expression either individually or in concert and determine the unique functional impact of each factor as well as the interplay between the two. Use of the chimeric CTCF-CTCFL proteins further provided us with a tool to tease out the contribution of the zinc finger and N/C terminal domains to their individual and shared functions.

Our studies demonstrate that CTCF and CTCFL bind to common and overlapping sites that have distinct properties, highlighting an interesting facet of functional importance: not all CTCF and CTCFL binding sites are created equal. First, CTCF-only binding sites exhibit a preference for intronic and intergenic regions while CTCFL binding is biased towards promoter regions. Specifically, CTCFL is more likely to bind promoter sites than CTCF and when CTCF binds these sites, it prefers locations where CTCF and CTCFL binding overlaps. While there is little overlap in the changes in gene expression mediated by CTCF and CTCFL, of the 219 genes found in the overlapping subset, 146 are regulated by CTCF and/or CTCFL binding to the same promoters and 76 of these are overlapping binding sites. Interestingly, although only 21.52% of CTCF binding events occur at promoter sites, 36.2% of CTCF-mediated gene expression changes are linked to binding at these locations. This implies that, at sites where CTCF binding overlaps with that of CTCFL at promoters, CTCF and CTCFL may act as transcription factors. Alternatively, CTCF might function to bring enhancers closer to promoters by forming loops with CTCF sites present at enhancers. At other sites, namely the predominantly intergenic or intronic CTCF-only sites, CTCF may bind enhancers or behave more like an insulator, controlling gene expression in a more distal or indirect manner, respectively.

What mediates the distinct functional impact at the different binding site subsets? We speculate that it has to do with cofactors binding to the C/N terminal domains. Indeed, use of the chimeric proteins allowed us to demonstrate that it is these domains in CTCF and CTCFL that influence promoter versus intronic and intergenic site bias such that the LCL fusion protein has more of a preference for promoter binding sites compared to CTCF, and conversely, CLC has more of a preference for intronic and intergenic regions compared to CTCFL. Given that the N and C terminal regions of CTCF and CTCFL are very different, it is highly likely that the cofactors they bind are also different. This also likely applies to differences in the zinc fingers between the two proteins. Indeed, depletion of RNA has no impact on CTCFL’s binding profile although it has a profound impact on the binding of CTCF as previously shown [38].

As mentioned above, our studies also highlight that CTCFL fails to rescue the insulation boundaries lost on CTCF depletion. We hypothesized that this results from differences in CTCF’s and CTCFL’s relationship with cohesin. In support of this notion, we show that RAD21, a component of the cohesin complex, is localized at those sites where CTCF is bound. Furthermore, in contrast to CTCF, CTCFL does not physically interact with cohesin. As a result, CTCFL cannot rescue the effect of CTCF depletion on chromatin folding.

Expression of transgenic CTCF-CTCFL chimeric proteins in the presence and absence of CTCF, enabled us to demonstrate that the N terminal region is responsible for CTCF’s interaction with cohesin. Replacing the N terminal region of CTCFL with that of CTCF resulted in partial recovery of TADs, loops, and insulation. However, it is of note that LCL did a better job of rescuing all these aspects of chromatin folding after CTCF depletion, despite its inability to interact with cohesin. This underlines the importance of both zinc fingers and N/C terminals in CTCF function.

The RNA-binding regions (RBRs) of ZF1, ZF10, and C terminal regions have been shown to be crucial in binding of CTCF to chromatin, and 3D genome organization [36, 38, 45, 46]. As with the deletion of the RBRs in ZF1 and 10, deletion of the RBR at the C terminal region results in reduced CTCF binding and loss of a subset of CTCF-mediated loops as well as alteration in gene expression [46]. Together, these studies indicate that both the C terminal region and zinc fingers contribute to CTCF binding, CTCF-mediated loop formation, and gene expression. These findings are consistent with our results showing that the zinc finger and C/N terminal domains have distinct contributions to binding site preference and regulation of chromosome organization. Also consistent with these published studies, we found that the zinc finger and C/N terminal domains have an important functional impact on the transcriptional changes mediated by CTCF and CTCFL. This is highlighted by our finding that overall both CLC and LCL were ineffectual at mediating changes in gene expression in comparison to intact CTCF and CTCFL. However, close inspection of individual genes revealed sites at which the chimeric proteins acted concordantly, discordantly, or independent of the parental proteins. Together, these findings underscore the combined roles played by the zinc fingers and N/C terminal regions in site-specific regulation of gene expression.

While our manuscript was under revision, a paper was published by Pugacheva et al., showing that the N terminal region of CTCF is essential but not sufficient for cohesin retention at CTCF sites [63]. Here the authors examined the binding profiles of cohesin and CTCF but did not demonstrate physical interaction between the two proteins as we have done here. Their study also demonstrated that CTCFL failed to retain cohesin on chromatin [63]. Although the paper draws some of the same conclusions as ours, the experimental strategy differs in two major ways. First, the cell lines used by Pugacheva et al. expressed an endogenous version of CTCF in which only ZFs 1–8 were functional (ZFs 9–11 mutated), while in our case the auxin-inducible degron system allowed us to analyze CTCF and CTCFL chimeric proteins in the presence and absence of endogenous CTCF so we could tease apart their individual effects. Second, their analysis of CTCFL and CTCF-CTCFL chimeric proteins was restricted to the 5000 sites that either lost or reduced CTCF occupancy when mutant CTCF was expressed, while our study involved a global analysis of CTCF, CTCFL, and chimeric proteins.

What role does CTCFL play in regulating chromatin organization and gene expression in a cancer setting where it is expressed in the presence of CTCF? At CTCF+CTCFL overlapping binding sites where CTCFL can bind competitively with CTCF, we demonstrated that even in the presence of CTCF, CTCFL can have an impact on chromosome organization reducing the strength of the aggregate peak enrichment of chromatin loops and in some places abrogating loop formation altogether. Importantly, binding of CTCFL at CTCF+CTCFL overlapping binding sites was linked to differential expression of genes within the loops. These findings have implications for the role of CTCFL in altering chromatin organization and gene expression in the context of cancer.

## Conclusion

In sum, use of the complementation system incorporating auxin degradable endogenous CTCF combined with doxycycline-inducible transgenic CTCF, CTCFL, and CTCF-CTCFL in the presence and absence of CTCF enabled us to demonstrate that CTCF’s and CTCFL’s unique and overlapping binding sites have distinct binding sequences, biases for being in promoters rather than intronic or intergenic regions, and effects on chromatin folding. Furthermore, our studies highlight unique functional aspects of the zinc finger and C/N terminal domains of CTCF and CTCFL in controlling binding site preference as well as site-specific effects on chromosome organization and gene expression. Future studies will clarify the identity of the cofactors that facilitate the site-specific functions of CTCF and CTCFL, and the genetic system we have developed here will be a useful tool for addressing this question.

## Methods

### Cell lines

Mouse embryonic stem cells E14Tg2a (karyotype 19, XY; 129/Ola isogenic background) and all clones derived from these were cultured under feeder-free conditions in 0.1% gelatin (Sigma ES-006-B)-coated dishes (Falcon, 353003) at 37 °C and 5% CO_2_ in a humidified incubator. The cells were grown in DMEM (Thermo Fisher, 11965-118) supplemented with 15% fetal bovine serum (Thermo Fisher, SH30071.03), 100 U/ml penicillin–100 μg/ml streptomycin (Sigma, P4458), 1× GlutaMax supplement (Thermo Fisher, 35050-061), 1 mM sodium pyruvate (Thermo Fisher, 11360-070), 1× MEM non-essential amino acids (Thermo Fisher, 11140-50), 50 μM b-mercaptoethanol (Sigma, 38171), 10^4^ U/ml leukemia inhibitory factor (Millipore, ESG1107), 3 μM CHIR99021 (Sigma, SML1046), and 1 μM MEK inhibitor PD0325901 (Sigma, PZ0162). The cells were passaged every alternate day by dissociation with TrypLE (Thermo Fisher, 12563011).

### DNA constructs

#### Construction of vector for cloning transgenic, doxycycline-inducible expression of *Ctcfl*

cDNA clone for *Mus musculus Ctcfl* (NCBI Gene ID: 664799) was purchased from Transomic Technologies (TCMS1004). The cDNA was amplified such that it harbors AflII sequence at the 3′ end of the gene and was fused with FLAG tag (that harbors NotI sequence) at 5′ end with the help of a fusion PCR. The resultant fragment was digested with NotI and AflII. The *Ctcf* gene was removed from pEN366 [7] by digesting with the same enzymes. This backbone was used for insertion of *Ctcfl* as well as the chimeric constructs.

#### For construction of *Ctcf* and *Ctcfl* with the terminals swapped

To construct a hybrid gene with *Ctcf* N terminus - *Ctcfl* zinc fingers - *Ctcf* C terminus, the region encoding the first 265 amino acids of mouse *Ctcf* was fused in frame to the region encoding amino acids 259 to 568 of mouse *Ctcfl* and the 159 (578-736) C terminal amino acids of *Ctcf*. The fragments of *Ctcf* were amplified from pEN366 [7] and *Ctcfl* from cDNA clone (TCMS1004, Transomic Technologies). The resulting plasmid was named pCLC (“C” for *Ctcf* and “L” for *Ctcfl*) and the transgene is referred to as CLC henceforth. Similarly, to construct a hybrid of mice *Ctcfl* N terminus - *Ctcf* zinc fingers - *Ctcfl* C terminus protein, the region encoding the first 258 amino acids of *Ctcfl* was fused in frame to the regions encoding amino acids 266 to 577 of *Ctcf* and the 68 (569-636) C terminal amino acids of *Ctcfl*. The plasmid was named pLCL and the transgene as LCL respectively. The construction of these mutant genes was achieved by swapping one terminus at a time using a two-step PCR overlap extension method. In brief, cDNA region corresponding to each of the terminals and zinc fingers were PCR amplified in such a way that it included a short stretch of the 5′ and/or 3′ region of the neighboring fragment to be connected. The desired PCR products were then annealed, amplified by PCR, and cloned into the NotI and AflII sites of pEN366 backbone. All of the constructs were verified by DNA sequence analysis. The transgenes with one terminus each of CTCFL swapped with that of CTCF were constructed and named using the same terminology as LLC (*Ctcfl* with C terminal *Ctcf*) and CLL (*Ctcfl* with N-terminal *Ctcf*). With all transgenes, the final vector harbors an N terminal 3× FLAG tag and a C terminal *mRuby* as in-frame fusion to the transgenes (*Ctcfl*, *Ctcf*, LCL, CLC, LLC and CLL). It also harbors *TetO-3G* element and *rtTA3G* for doxycycline-induced expression of the transgene and homology arms surrounding the sgRNA target site of the *Tigre* locus for locus-specific insertion. The selection of stable integrants was achieved by virtue of *FRT-PGK-puro-FRT* cassette. Further details of the vector are described elsewhere [7]. The vector pX330-EN1201 [7] harboring spCas9 nuclease and sgRNAs was used for targeting of the *Tigre* locus.

A table listing the transgenes, treatment conditions, experiments performed, and citing figures is provided in Additional file 4: Table S3.

### Gene targeting

Mouse embryonic stem cell E14Tg2a harboring *Ctcf-AID-eGFP* on both alleles and a knock-in of pEN114 - *pCAGGS-Tir1-V5-BpA-Frt-PGK-EM7-PuroR-bpA-Frt-Rosa26* at *Rosa26* locus was used as the parental cell line for making all the transgenes [7]. pEN366-derived vectors harboring the rescue transgenes (*Ctcf*, *Ctcfl*, and chimeric proteins) were used for targeting transgenes to the *Tigre* locus [7]. For nucleofections, 15 μg each of plasmids harboring the transgenes and 2.5 μg of those with sgRNA targeting the *Tigre* locus were used. Nucleofection was performed using Amaxa P3 Primary Cell kit (Lonza, V4XP-3024) and 4D- transfector. Two million cells were transfected with program CG-104 in each case. The cells were recovered for 48 h with no antibiotic followed by selection in puromycin (1 μg/mL) (Thermo Fisher, A1113803). Single colonies were manually picked and expanded in 96-well plates. Clones were genotyped by PCR, and FACS was performed to confirm that the level of expression of transgenes were comparable. All the clones that were used for the analyses were homozygous for the integration of the transgenes and their levels of expression were comparable.

### Induction of auxin-inducible degradation of CTCF and doxycycline-induced expression

For degradation of endogenous CTCF, the auxin-inducible degron was induced by adding 500 μM indole-3-acetic acid (IAA, chemical analog of auxin) (Sigma, I5148) to the media. Expression of transgenes were achieved by the addition of doxycycline (Dox, 1 μg/ml) (Sigma, D9891) to the media. The cells were treated with IAA and/or Dox for 2 days unless mentioned otherwise.

### Western blotting

mESCs were dissociated using TrypLE, washed in PBS, pelleted, and used for western blotting. Approximately 2 million cells were used to prepare the cell extract. Cell pellets were resuspended in RIPA lysis buffer (Thermo Fisher, 89900) with 1× HALT protease inhibitors (Thermo Fisher, 78430), incubated on ice for 30 min, and spun at 4 °C at 13,000 rpm for 10 min, and the supernatant was collected. For the western blot of CTCF, low salt lysis buffer (0.1 M NaCl, 25 mM HEPES, 1 mM MgCl_2_, 0.2 mM EDTA, and 0.5% NP40) was used supplemented with 125 U/ml of benzonase (Sigma E1014). Protein concentration was measured using the Pierce BCA assay kit (Thermo Fisher, 23,225). Twenty micrograms of protein was mixed with Laemmli buffer (Biorad, 1610737) and *b*-mercaptoethanol, heated at 95 °C for 10 min, and run on a Mini-protean TGX 4%-20% polyacrylamide gel (Biorad, 456-1095). The proteins were transferred onto PVDF membranes using the Mini Trans-Blot Electrophoretic Transfer Cell (Bio-Rad, 170-3930) at 80 V, 120 mA for 90 min. PVDF membranes were blocked with 5% BSA in 1× TBST prior to the addition of antibody. The membranes were probed with appropriate antibodies overnight at 4 °C (anti-rabbit histone H3 (Abcam, ab1791; 1: 2500 dilution), anti-mouse FLAG antibody (Sigma, F1804; 1:1000 dilution), anti CTCF (Active Motif, 61311), anti Rad21 (ab992), and anti-GFP (Abcam, ab6556)). Membranes were washed five times in PBST (1× PBS and 0.1% Tween 20) for 5 min each and incubated with respective secondary antibodies in 5% BSA at room temperature for 1 h. The blots were rinsed in PBST and developed using enhanced chemiluminescence (ECL) and imaged by Odyssey LiCor Imager (Kindle Biosciences).

### RNase A treatment

Briefly, mESCs were collected following trypsination, washed twice in PBS, permeabilized with 0.05% Tween-20 in PBS for 10 min on ice, washed, resuspended in PBS, and incubated with RNase A (1 mg/ml) for 30 min at room temperature [64]. Cells were washed twice in PBS and crosslinked for ChIPmentation with FLAG antibody.

### Immunoprecipitation

For immunoprecipitation of nuclear lysates, cells were first lysed in 5× pellet-volume of ice-cold Buffer A (10 mM Tris-HCl (pH 7.5–7.9), 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM DTT, 0.2 mM PMSF, 0.1% NP40) supplemented with complete EDTA-free tablets (Roche) while rotating in the cold room for 10 min. Nuclei fractions were then isolated by spinning down the lysate at 1000×*g* for 5 min at 4 °C. The remaining nuclear pellet was then resuspended in 5× pellet-volume of ice-cold Buffer C (10 mM Tris-HCl (pH 7.5–7.9), 25% glycerol, 0.42 M NaCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, 0.5 mM DTT, 0.5 mM PMSF) supplemented with complete EDTA-free tablets and placed on the cold-room rotator for 120 min. Soluble nuclear extracts were then cleared by centrifugation at 20,000×*g* for 10 min at 4 °C. The remaining insoluble nuclear pellet was dissolved in 3× pellet volume of Urea-Chaps Buffer (8 M Urea, 20 mM HEPES, 1% CHAPs), supplemented with 1× Halt Protease (Thermo Fisher, 87786), vortexed vigorously at 10-min intervals over a 30-min incubation at room temperature, and then combined with the soluble nuclear extract to make the complete nuclear lysate. BCA Assay (Thermo Fisher, 23225) was used to determine protein levels of each sample in which 2 mg of nuclear lysates was incubated overnight with 50 μL of ANTI-FLAG M2 magnetic beads (Sigma Cat# M8823) at 4 °C or for 2 h with 20μL of GFP-Trap magnetic beads (Chromotek, gtma-20) at 4 °C. Beads were washed 3× in ice-cold IP wash buffer (20 mM Tris-HCl (pH 7.5–7.9), 150 mM NaCl, 1 mM EDTA, 0.05% Triton X-100, 5% Glycerol). FLAG immunoprecipitates were eluted at 95 °C for 10 min and GFP immunoprecipitates were eluted at 60 °C for 20 min into 1× SDS-Page Buffer (Bio-Rad) supplemented with 5% BME. Samples were resolved by SDS-PAGE using 4–20% gradient gels (BioRad) and transferred to PVDF membranes by a wet transfer protocol. Immunoblotting was performed using 5% BSA for both blocking and primary or secondary horseradish peroxidase-conjugated antibody incubation. Primary antibodies used were anti-FLAG M2 (Sigma, F1804) (1:1000), anti-Rad21 (Abcam, ab992) (1:1000), or anti-GFP (Abcam, ab6556) (1:1000), and secondary antibodies used were Mouse IgG HRP Linked Whole (Sigma, GENA931) (1:2000), Mouse Anti-Rabbit IgG (Light Chain Specific) (CST, #93702S) (1:5000), or Rabbit IgG HRP Linked Whole (GE Healthcare, NA9340), respectively. Blots were developed using enhanced chemiluminescence (ECL) and imaged by Odyssey LiCor Imager (Kindle Biosciences).

### Flow cytometric analysis

Cells were dissociated with TrypLE, washed, and resuspended in MACS buffer for flow cytometric analysis on LSRII UV (BD Biosciences). Analysis was performed using the FlowJo software.

### Microscopy

Images were acquired on EVOS FL Color Imaging System using a × 20 objective.

### ChIPmentation

mESCs were dissociated using TrypLE, washed in PBS, and fixed in 1% formaldehyde for 10 min at room temperature. Quenching was performed by adding glycine to a final concentration of 0.125 M followed by incubations of 5 min at room temperature and 15 min at 4 °C. The cells were washed twice in PBS with 0.125 M glycine, pelleted, snap frozen, and stored at − 80 °C till use. Fixed cells (10 million) were thawed on ice, resuspended in 350 μl ice-cold lysis buffer (10 mM Tris-HCl (pH 8.0), 100 mM NaCl, 1 mM EDTA (pH 8.0), 0.5 mM EGTA (pH 8.0), 0.1% sodium deoxycholate, 0.5% N-lauroysarcosine and protease inhibitors) and lysed for 10 min by rotating at 4 °C. Chromatin was sheared using a bioruptor (Diagenode) (25 cycles: 30 s on, 30 s off). Triton X-100 was added to a final concentration of 1%, and the samples were centrifuged for 5 min at 16,000 rcf at 4 °C. Supernatant was collected and shearing was continued for another 10 min, and the chromatin was quantified. FLAG M2 Magnetic Beads (Sigma, M8823) were used for FLAG ChIPs. In other cases (CTCF, Cohesin, IgG), antibodies were bound to protein A magnetic beads by incubation on a rotator for 1 h at room temperature. Ten microliters each of antibody was bound to 50 μl of protein-A magnetic beads (Dynabeads) and added to the sonicated chromatin from 10 million cells per immunoprecipitation. The beads were washed, and tagmentation was performed as per the original ChIPmentation protocol (Schmidl et al., 2015). In short, the beads were washed twice in 500 μl cold low-salt wash buffer (20 mM Tris-HCl (pH 7.5), 150 mM NaCl, 2 mM EDTA (pH 8.0), 0.1% SDS, 1% tritonX-100), twice in 500 μl cold LiCl-containing wash buffer (10 mM Tris-HCl (pH 8.0), 250 mM LiCl, 1 mM EDTA (pH 8.0), 1% triton X-100, 0.7% sodium deoxycholate), and twice in 500 μl cold 10 mM cold Tris-Cl (pH 8.0) to remove detergent, salts, and EDTA. Subsequently, the beads were resuspended in 25 μl of the freshly prepared tagmentation reaction buffer (10 mM Tris-HCl (pH 8.0), 5 mM MgCl2, 10% dimethylformamide) and 1 μl Tagment DNA Enzyme from the Nextera DNA Sample Prep Kit (Illumina) and incubated at 37 °C for 1 min in a thermocycler. Following tagmentation, the beads were washed twice in 500 μl cold low-salt wash buffer (20 mM Tris-HCl (pH 7.5), 150 mM NaCl, 2 mM EDTA (pH 8.0), 0.1% SDS, 1% triton X-100) and twice in 500 μl cold Tris-EDTA-Tween buffer (0.2% tween, 10 mM Tris-HCl (pH 8.0), 1 mM EDTA (pH 8.0)). Chromatin was eluted and de-crosslinked by adding 70 μl of freshly prepared elution buffer (0.5% SDS, 300 mM NaCl, 5 mM EDTA (pH 8.0), 10 mM Tris-HCl (pH 8.0) and 10 μg/ml proteinase K for 2 h at 55 °C and overnight at 65 °C. The supernatant was collected and saved. The beads were supplemented with an additional 30 μl of elution buffer and incubated for 1 h at 55 °C, and the supernatants were combined. DNA was purified using MinElute Reaction Cleanup Kit (Qiagen 28204) and eluted in 20 μl. Purified DNA (20 μl) was amplified as per the ChIPmentation protocol [65] using indexed and non-indexed primers and NEBNext High-Fidelity 2X PCR Master Mix (NEB M0541) in a thermomixer with the following program: 72 °C for 5 m; 98 °C for 30 s; 14 cycles of 98 °C for 10 s, 63 °C for 30 s, 72 °C for 30 s, and a final elongation at 72 °C for 1 m. DNA was purified using Agencourt AMPure XP beads (Beckman, A63881) to remove fragments larger than 700 bp as well as the primer dimers. Library quality and quantity were estimated using Tapestation bioanalyzer (Agilent) as well as Qubit (Thermo Fisher) assays. Samples were quantified using and Library Quantification Kit (Kapa Biosystems, KK4824) and sequenced with Illumina Hi-Seq 4000 using 50 cycles single-end mode.

### RNA-seq

mESCs were dissociated using TrypLE, washed in PBS, pelletted, and used for extracting RNA. RNA was extracted from 2.5 million cells using RNeasy plus kit (Qiagen 74134) in each case. The poly-adenylated transcripts were positively selected from the RNA using the NEBNext Poly(A) mRNA Magnetic Isolation Module (E7490) following the manufacturer’s protocol. Libraries were prepared according to the directional RNA-seq dUTP method adapted from http://wasp.einstein.yu.edu/index.php/Protocol:directionalWholeTranscript_seq that preserves information about transcriptional direction. Library concentrations were estimated using tapestation and Qubit assays, pooled, and sequenced on a Next-seq instrument (Illumina Hi-Seq 4000) using 50 cycles paired-end mode.

### Hi-C

Hi-C was performed in duplicate using 1 million cells each. mESCs were dissociated using TrypLE, washed in PBS, and fixed in 1% formaldehyde for 10 min at room temperature. Quenching was performed by adding glycine to a final of 0.125 M followed by incubations of 5 min at room temperature and 15 min at 4 °C. Hi-C samples were processed using the Arima Hi-C kit as per the manufacturer’s protocol and sequenced with Illumina NovaSeq 6000 using 50 cycles paired-end mode.

## Quantification and statistical analysis

### ChIP-seq data processing and quality control

Reads were aligned to GRCm38/mm10 genome with Bowtie2 [66] (parameters: –no-discordant -p 12 –no-mixed -N 1 -X 2000). Ambiguous reads were filtered to use uniquely mapped reads in the downstream analysis. PCR duplicates were removed using Picard-tools (version 1.88). For FLAG and RAD21 ChIP-seq, MACS version 1.4.2 [67] was used to call peaks (parameters: -g 1.87e9 --qvalue 0.05 for FLAG; --broad -q 0.05 for RAD21). Bigwigs were obtained for visualization on individual as well as merged bam files using Deeptools/2.3.3 [68] (parameters: bamCoverage --binSize 1 --normalizeUsing RPKM). Heatmaps and average profiles were performed on merged bigwig files using Deeptools/2.3.3. We also used DiffBind package [69] to cluster the samples and generate heatmaps (Parameters: summits = 250).

### RNA-seq data processing and quality control

Raw sequencing files were aligned against the mouse reference genome (GRCm38/mm10) using the STAR [70] aligner (v.2.6), and differentially expressed genes were called using DESeq2 [71] with an adjusted *p* value of 0.01 and a fold change cutoff of 1. Venn diagrams were generated using the “eulerr” [72] library in R package. We obtained a list of mouse TSS coordinates from the Ensembl database (GRCm38.p6 - release 98) [73] that was used in the downstream analyses.

### Hi-C processing and quality control

Hi-C-Bench [74] was used to align and filter the Hi-C data and identify TADs. To generate Hi-C filtered contact matrices, the Hi-C reads were aligned against the mouse reference genome (GRCm38/mm10) by bowtie2 (version 2.3.1). Mapped read pairs were filtered by the GenomicTools [75] tools-hic filter command integrated in HiC-bench for known artifacts of the Hi-C protocol. The filtered reads include multi-mapped reads (“multihit”), read pairs with only one mappable read (“single sided”), duplicated read pairs (“ds.duplicate”), low mapping quality reads (MAPQ < 30), read pairs resulting from self-ligated fragments, and short-range interactions resulting from read pairs aligning within 25 kb (“ds.filtered”). For the downstream analyses, all the accepted intra-chromosomal read pairs (“ds.accepted intra”) were used. The total numbers of reads in the 2 biological replicates for each condition ranged from ~ 130 million reads to ~ 300 million. The percentage of reads aligned was always over 97% in all samples. The proportion of accepted reads (“ds-accepted-intra” and “ds-accepted-inter”) was ~ 40%, which in all cases was sufficient to annotate TADs with HiC-Bench.

## Downstream analysis

### Annotation of ChIP peak sets and motif analysis

To obtain a peak set per condition, we first merged the peaks in each replicate (overlap ≥ 1 bp) and then only the peaks present in both replicates were considered (overlap ≥ 1 bp). “CTCF-only” sites correspond to peaks present in the FLAG ChIP-seq of CTCF (ID) peak set and absent in the CTCFL (D) set. The “CTCF and CTCFL sites” has the peaks that were found in both CTCF (ID) and CTCFL (D) peak sets. “CTCFL-only” sites correspond to peaks present in the CTCFL (D) peak set and absent in the CTCF (ID) set. A peak was considered present in two conditions when the peak overlap was higher than 66% for both peaks. We used the ChIPSeeker [76] library to annotate the peak sets obtained. Annotation packages: “TxDb.Mmusculus.UCSC.mm10.knownGene” and “org. Mm.eg.db” (Bioconductor). Promoters were defined as ± 3 kb from the transcription start site. Venn diagrams were generated using the “bedr” library [76] in R package. The MEME-ChIP tool from the MEME suite [77, 78] was used to detect motifs in the peak sets.

### Compartments, TADs, and boundaries

#### Compartment analysis

Compartment analysis was carried out using the HOMER [79] pipeline (v4.6). Hi-C filtered matrices were given as input together with ATAC-seq peaks for compartment prediction (default parameters: 50 kb resolution). HOMER was used to perform a principal component analysis of the normalized interaction matrices, and then, we used the PCA1 component to predict regions of active (A compartments) and inactive chromatin (B compartments) and to generate the eigenvalues bedgraph files of each condition. HOMER assumes that gene-rich regions with active chromatin marks have similar PC1 values, while gene deserts show differing PC1 values.

#### Domain boundary insulation scores

The Hi-C filtered contact matrices were corrected using the ICE “correction” algorithm [80] built into Hi-C-bench. Chromatin domains and boundaries were called using HiCratio [60] at 40 kb resolution. We also called domains using the Crane algorithm [81] at 40 kb bin resolution with an insulating window of 500 kb. Hi-C heatmaps for regions of interest were generated in Juicebox [82]. To assess and compare boundary strength alteration across all the conditions using the HiCratio method, we calculated insulation score for each 40 kb resolution bin, as described by Lazaris et al. [74]. Then, TAD boundaries of size 40 kb were identified as local maxima of the insulation scores. Only insulation scores above a certain cutoff were considered as potential TAD boundaries. We determined the false discovery rate by repeating the same analysis on perturbed matrices. TAD boundaries were reported at 5% false discovery rate. Insulation scores for all conditions were matched to every boundary identified in the CTCFL (U) condition (reference boundaries).

#### Loop analysis

Loops were annotated for all conditions using HiCCUPS [83]. Loops were called at 25 kb resolution using default parameters (KR normalization). We also assessed chromatin loops by using the aggregate peak analysis (APA) at 10 kb resolution (-r 10000 -k KR).

## Supplementary information

Additional file 1: Supplementary figure S1 to S7.

Additional file 2: Table S1. Differentially expressed genes after CTCF degradation and CTCFL induction. Genes upregulated and downregulated under conditions, CTCF U vs I, CTCFL U vs D and CTCFL U vs ID are listed. Log2 fold change and adjusted *p* values are given in each case.

Additional file 3: Table S2. HiC-bench filter stats. The filter stats of HiC experiments using all transgenes (CTCF, CTCFL, CLC, LCL) under conditions of U, I, D and ID.

Additional file 4: Table S3. Information regarding experiments performed with the transgenes under different conditions and the figures where the relevant data is shown.

Additional file 5: Review history.

## Data Availability

All raw and processed sequencing data files have been deposited at NCBI’s Gene Expression Omnibus (GEO) accession GSE GSE140363 [84].

# Supplementary material for: Defining the relative and combined contribution of CTCF and CTCFL to genomic regulation
**Source:** Genome Biol. 2020 May 11;21:108. doi: 10.1186/s13059-020-02024-0
**Supplement:** Supplementary file 4 — Table S3. Information regarding experiments performed with the transgenes under different conditions and the figures where the relevant data is shown.

| Transgene         | Condition               | Experiments         | Figure                                                                   |
|-------------------|-------------------------|---------------------|--------------------------------------------------------------------------|
| CTCF              | U                       | RNA seq             | Fig. 5a, 5d<br>Figure S2B, S2C, S6                                       |
|                   |                         | HiC                 | Figure S4A, S7B, S7C                                                     |
|                   | I                       | RNA seq             | Fig. 5a, 5d<br>Figure S2B, S2C, S6                                       |
|                   |                         | HiC                 | Fig 6c, 6d, 7g-i<br>Figure S4A, S7B, S7C                                 |
|                   | D                       | FLAG ChIPmentation  | Fig. 2b, 4c, 7d                                                          |
|                   |                         | RAD21 ChIPmentation | Fig. 2b, 4c                                                              |
|                   |                         | HiC                 | Fig 3<br>Figure S4A, S5B, S5C, S7A                                       |
|                   | ID                      | FLAG ChIPmentation  | Fig. 2a-e, 4d-h, 7e<br>Figure S2D, S2E, S3A-E,<br>S3G, S5B, S6, S7B, S7C |
|                   |                         | HiC                 | Fig 3, 6a, 6a-d, 7g-i<br>Figure S4A, S4B, S5B, S5C                       |
|                   | ID +<br>RNase treatment | FLAG ChIPmentation  | Fig. 2g                                                                  |
| CTCF <sup>L</sup> | U                       | RNA seq             | Fig. 2a, 2f, 5a, 5d<br>Figure S2A, S2C, S2D,<br>S2E, S3A-E, S6           |
|                   |                         | HiC                 | Fig 3<br>Figure S4A, S4B                                                 |
|                   | I                       | RNA seq             | Fig. 2a<br>Figure S2D, S2E, S3A-E                                        |
|                   |                         | HiC                 | Fig 3<br>Figure S4A, S4B                                                 |
|                   | D                       | RNA seq             | Fig. 2a, 2f, 5a, 5d<br>Figure S2C, S2D, S2E,<br>S3A-E, S6                |
|                   |                         | FLAG ChIPmentation  | Fig. 2a-e, 4c, 7d<br>Figure S2D, S2E, S3A-E,<br>S3G                      |
|                   |                         | RAD21 ChIPmentation | Fig. 2b, 4c                                                              |
|                   |                         | HiC                 | Fig 3<br>Figure S4A, S4B, S5B,<br>S5C, S7A, S7B, S7C                     |
|                   | ID                      | RNA seq             | Fig. 2a<br>Figure S2A, S2D, S2E,<br>S3A-E                                |
|                   |                         | FLAG ChIPmentation  | Fig. 2a-e, 4d-h, 7e                                                      |

|     |                      |                     |                                                    |
|-----|----------------------|---------------------|----------------------------------------------------|
|     |                      |                     | Figure S2D, S2E, S3A-E, S5B, S6                    |
|     |                      | RAD21 ChIPmentation | Fig. 2b                                            |
|     |                      | HiC                 | Fig 3, 6a-c<br>Figure S4A, S4B, S5B, S5C, S7B, S7C |
|     | ID + RNase treatment | FLAG ChIPmentation  | Fig. 2g                                            |
| CLC | U                    | RNA seq             | Fig. 5a, 5c, 5f<br>Figure S6                       |
|     | D                    | FLAG ChIPmentation  | Fig. 4c, 4g, 4h, 7d, S6                            |
|     |                      | RAD21 ChIPmentation | Fig. 4c                                            |
|     |                      | RNA seq             | Fig. 5a, 5c<br>Figure S6                           |
|     |                      | HiC                 | Figure S5B, S5C, S7A, S7B, S7C                     |
|     | ID                   | FLAG ChIPmentation  | Fig. 4d-h, 7e<br>Figure S5B                        |
|     |                      | RNA seq             | Fig. 5d, 5f                                        |
|     |                      | HiC                 | Fig. 6a-d<br>Figure S5B, S5C, S7B, S7C             |
| LCL | U                    | RNA seq             | Fig. 5a, 5b, 5e<br>Figure S6                       |
|     | D                    | FLAG ChIPmentation  | Fig. 4c, 4g, 4h<br>Figure S6                       |
|     |                      | RAD21 ChIPmentation | Fig. 4c                                            |
|     |                      | RNA seq             | Fig. 5a, 5b<br>Figure S6                           |
|     |                      | HiC                 | Figure S5B, S5C, S7A, S7B, S7C                     |
|     | ID                   | FLAG ChIPmentation  | Fig. 4d-h                                          |
|     |                      | RNA seq             | Fig. 5d, 5e                                        |
|     |                      | HiC                 | Fig. 6a-c, 6d<br>Figure S5B, S5B, S5C, S7B, S7C    |
| CLL | D                    | FLAG ChIPmentation  | Fig. 7d                                            |
|     | ID                   | FLAG ChIPmentation  | Fig. 7e                                            |
|     |                      | HiC                 | Fig. 7g-i                                          |
| LLC | D                    | FLAG ChIPmentation  | Fig. 7d                                            |
|     | ID                   | FLAG ChIPmentation  | Fig. 7e                                            |

How the deposited data were processed for this re-analysis (not part of the article)

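The authors deposited normalized counts per gene for 38 RNA-seq libraries, peak lists per replicate for FLAG and RAD21 ChIP-seq, and lists of chromatin domains for 12 Hi-C conditions, and these were analysed here without going back to the reads. Reads were aligned by the authors to GRCm38/mm10. Samples, conditions and replicate numbers were taken from the sample labels. The labels give 24 h of treatment for RNA-seq, RAD21, the Hi-C conditions analysed here and the FLAG ChIP-seq of CTCF, CTCFL, LCL and CLC. They give 48 h for the FLAG ChIP-seq of CLL and LLC and of the RNase and mock samples. The paper gives 48 h where no other time is mentioned, and 96 h for the ID cells of its Hi-C in Fig. 6a. These differences were left open. The IgG samples and CLL Hi-C were not analysed here.

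For RNA-seq, the authors aligned reads with STAR v2.6, and the signal values of the table are gene counts that the authors divided by 1 size factor per library and rounded to 2 decimals, as deposited. The program that counted reads is not stated. In 36 libraries, whole reads could be recovered, since all values of up to 500 reads were multiples of 1 step within a tolerance of 0.1. In the 2 others, replicate 2 of CTCFL I and replicate 2 of CTCFL ID, the step is so near to 1 that no reads were recovered, and they entered no test on reads. The 10 genes with the highest values held between 4.81% and 7.61% of a library. The table lists 52459 genes by symbol.

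Values were analysed as log2(value + 1) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts, and eBayes with an intensity trend), in 1 fit per line over its conditions U, I, D and ID. Genes with a mean under 10 in the line were left out, which kept 16840.0 genes in the CTCFL line, 16705 in the CTCF line, 15274 in LCL and 15337 in CLC. A gene was called at a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change above 1 in either direction. Whether IAA acted differently in a line than in the CTCFL line was tested with an interaction contrast at the same thresholds. Overlaps of calls are given with the number that chance gives over genes tested in both, and where the same U libraries serve in both comparisons they were set beside 100 simulated pairs of unchanged groups. A depletion score per library averages, over the genes called in the same direction in U versus I of the CTCFL and CTCF lines, the log2 change from U in that direction. With groups of 3 against 3, the fits were repeated on all 10 splits of the libraries.

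Alternatives were a pseudocount of 5, no filter on low values, a minimum mean of 50, values rescaled by TMM factors, the 2 groups alone in the fit, all 4 lines in 1 fit, the replicate number as a block, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on recovered reads, and leaving out each library in turn. Rescaling by TMM moved the median log2 fold change of all genes by less than 0.1. The tests were tested on simulated data of the same depths with 200 changed genes. Where the paper lists genes in its Table S1, the calls were compared with that list.

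For ChIP-seq, the authors aligned reads with Bowtie2, kept uniquely mapped reads, removed duplicates with Picard 1.88 and called peaks per replicate with MACS at a q of 0.05. The -log10 q values of the peak lists were computed by the authors with MACS, at the summit of FLAG peaks and as a mean over broad RAD21 peaks, as deposited. The fold enrichment values were likewise made by the authors with MACS, over the local background of each peak, and the control library is not stated. No reads are listed, so the depth of the ChIP libraries is unknown. Chromosomes 1 to 19 and X were used. Overlapping peaks of 1 list were merged, then those of both replicates, and a site is a merged region with a peak in both.

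Classes were drawn between CTCF ID and CTCFL D sites, shared above an overlap of 66% of both sites. A class site was bound, or held RAD21, where a site of the other set overlapped it by at least 1 bp, and classes moved by 10 kb gave the level of chance. A promoter site has its middle within 3 kb of a start site, for the 75451 start positions of 53734 genes in GENCODE vM21, and promoter shares of called and other genes were compared with Fisher's exact test across genes. Alternatives were an overlap of 1 bp or 50% for classes and 66% for binding and RNase, peaks with a -log10 q of at least 5, CTCF D or CTCFL ID in the classes, unmerged peaks, as many top-ranked peaks from every replicate (163 for RAD21), a window of 1 kb and either replicate alone. Added after the data were seen were classes by any overlap of 1 bp for the results that use them, and start sites of protein-coding genes alone.

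Motifs were read from GRCm38 with pysam 0.24.0 and numpy 2.4.6 in Python 3.11.15. A matrix of 14 positions was started from CCASYAGRKGGCRC and re-estimated on the CTCF+CTCFL sites for 10 rounds with 0.5 added to each base count. The best match on either strand within 50 bp of the summit counted when it scored above the 95th percentile of control windows 1000 bp away. Alternatives were 25 bp, a matrix from CTCF-only sites and, added after the data were seen, 250 bp. The method was tested on 4000 simulated windows.

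For Hi-C, the authors corrected contact matrices in bins of 40 kb by ICE and called domains with HiCratio and with Crane, and each condition has 1 list per caller, so no replicates could be compared. HiCratio lists were used, with Crane lists as an alternative. A boundary of untreated CTCFL cells was kept when the other list had a boundary within 40 kb, with 80 kb and the same bin as alternatives, and boundaries moved by 500 kb gave the level of chance. Leaving out domains under 120 kb was a further alternative. Where boundaries were grouped by the sites near them, the classes were those by any overlap of 1 bp. Insulation scores, loops and compartments were not analysed here.

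Genes are named by a rule. It takes every gene the paper names beside RNA-seq values, and the 5 strongest rises and 5 strongest falls among the called genes of CTCFL U versus D, CTCF U versus I, LCL U versus D and CLC U versus D in which every treated library lay on 1 side of every U library. The values of Table S1 had been seen when it was written. For peaks, those over or nearest to the genes the paper names beside a ChIP-seq track are given.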

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

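Comparing I with ID in the CTCF line as a test of whether the ID libraries were treated like I, and reading Ctcf in the CLC line as a test of whether transgene reads are counted, were tests chosen only after the results were seen.

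The effect of IAA differed between lines, by a test of the difference itself. Compared with the CTCFL line, 61 genes had another response to IAA in the CTCF line (15 higher and 46 lower), 379 in the LCL line (206 and 173) and 425 in the CLC line (290.0 and 135). Under the alternatives these counts ran from 52 to 61, from 328 to 469 and from 377 to 599. No transgene is induced in U or I. A weaker effect of IAA on every gene is excluded for LCL and CLC, since it needs the smaller effect to be in that line, and this held for 40.4% of the LCL genes and 23.3% of the CLC genes. Another level of expression before IAA stays open for LCL: 51.5% of the genes were over 1 log2 unit apart between the lines in D, a condition without IAA that the contrast leaves out, against 51.8% of the 2068 other genes called in U versus I of either line (odds ratio 0.99, Fisher's exact test across genes, p = 0.911), which neither shows nor excludes it. For CLC, 54.6% were, against 48.7% of 2380.0 (odds ratio 1.27, Fisher's exact test across genes, p = 0.0269), so that other expression before IAA may contribute there. A difference between the lines in preparation or sequencing stays open, since each line is also a set of libraries of its own, and so does a biological difference between the clones, which was not tested. For the 61 genes of the CTCF line neither explanation was tested.

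The paper uses RNA-seq to show expression of the CTCF transgene after Dox, and gives no genes called after Dox or IAA with Dox in the CTCF line, where signal was found. CTCF U versus D called 76 genes (36 up and 40 down), CTCF U versus ID 2481 (934 up and 1547 down) and CTCF I versus ID 845 (294 up and 551 down). CTCF U versus D went to 35 without CTCF D replicate 1, 32 without CTCF D replicate 3 and 12 without CTCF U replicate 2, and the others stayed within 1.5 times. For I versus ID, the real split gave 845 genes and the highest other split 0 (limma, the tool used on splits), and 10 splits alone cannot exclude chance, since the share cannot fall under 0.1. Ctcf itself did not rise in the libraries labelled D or ID, although a CTCF transgene should be induced in them. A swap of U and D is excluded: it would turn the sign of the correlation with the other lines, and the lowest r of the U versus D changes with another line was 0.227. The 845 genes of I versus ID leave open whether the libraries labelled ID were treated like those labelled I, since the splits do not exclude chance and a difference in preparation was not tested. Whether transgene reads are counted at Ctcf cannot be told apart from absent induction. In CLC I versus ID, Ctcf rose by 0.7585, but that transgene is another construct. The depletion score was 1.86 in CTCF I and 1.95 in CTCF ID, without the fall from I to ID of LCL (-0.52) and CLC (-0.67), so that no rescue by a CTCF transgene was measured in the libraries labelled ID, and why stays open. The log2 fold changes from I to ID of the CTCF line had an r of 0.551 with those of the CTCFL line, 0.101 with LCL and -0.233 with CLC. A biological effect of Dox with little CTCF is therefore neither shown nor excluded.

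IAA alone is discussed by the paper for the CTCF line, and in the other lines it gave signal that the text of the paper does not report by count. CTCFL U versus I called 1613 genes (622 up and 991 down), LCL U versus I 1464 (649 and 815) and CLC U versus I 1962 (1027 and 935). The CLC count was 1229 without CLC U replicate 1 and 1214 without CLC U replicate 2, and no other library moved a count of these by over 1.5 times. For CTCFL, the real split gave 1613 and the highest other split 0 (limma), and 10 splits alone cannot exclude chance, while groups of 2 in the other lines were too small to split. Rescaling by TMM kept all 3 counts within 1.5 times. It hardly moved the log2 fold changes in any comparison, so that it cannot tell what the normalization by the authors contributes. Loss of CTCF is the biological explanation that the design gives, and effects of IAA other than on CTCF were not tested, since IAA without the degron is not among the samples.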

How the results depend on the processing

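Classes by any overlap of 1 bp (for every result but the class counts themselves), 250 bp on either side of a summit and start sites of protein-coding genes alone were tests chosen only after the results were seen. All other alternatives here were set before the data were examined. A count was taken as kept when it stayed within 1.5 times its value, and a share when it moved by less than the spread between replicates or, for motifs and boundaries, than its 95% binomial interval.

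Of 219 counts of called genes under alternatives, 192 were kept. With a single library left out at a time, limma takes the lone library of a group of 2 to vary as the other groups do. The counts then ran from 844 to 919 for U versus D, 1437 to 1523 for U versus I, 2815 to 3273 for U versus ID and 1048 to 1313 for I versus ID in the CTCFL line. In the CTCF line they ran from 12 to 70 for U versus D, 1475 to 1918 for U versus I, 2014 to 2509 for U versus ID and 706 to 841 for I versus ID. The LCL line gave 153 to 360 for U versus D, 1131 to 1445 for U versus I, 1497 to 1927 for U versus ID and 1106 to 1271 for I versus ID, and the CLC line 1 to 2 for U versus D, 1214 to 2391 for U versus I, 361 to 730 for U versus ID and 59 to 638 for I versus ID.

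Counts that moved were mostly those of the CLC line. CLC U versus D, 92 genes, went to 42 without a filter on low values, 301 with the U and D libraries alone in the fit, 308 with all lines in 1 fit and 258 with DESeq2 on recovered reads. It was 2 without CLC D replicate 1 and 1 without CLC D replicate 2, CLC U replicate 1 or CLC U replicate 2. CLC I versus ID, 299 genes, went to 3, 576 and 483 under the last 3 of these settings, and to 101 without CLC ID replicate 1, 59 without CLC ID replicate 2 and 638 without CLC I replicate 1. CLC U versus ID, 992 genes, went to 497 without CLC ID replicate 1, 377 without CLC U replicate 1 and 361 without CLC U replicate 2, and CLC U versus I, 1962 genes, to 1229 and 1214 without these U replicates. Without LCL D replicate 2 or LCL U replicate 1, LCL U versus D, 291 genes, went to 161 and 153. CTCF U versus D, 76 genes, went to 35 without CTCF D replicate 1, 32 without CTCF D replicate 3 and 12 without CTCF U replicate 2. The cause of these changes was not tested.

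Replicate numbers did not pair the samples. With the replicate number as a block, a replicate block fit, CTCF U versus D called 28 genes, CLC U versus D 22 and CLC I versus ID 164. The genes shared by CTCFL U versus D and CLC U versus D were then 6, in place of 18.

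The other overlaps that moved were those with the chimeras. Without a filter on low values, CTCFL U versus D shared 32 genes with LCL U versus D in place of 53, and 5 with CLC U versus D in place of 18, and DESeq2 gave 33 with the latter. The change of the depletion score from I to ID kept its sign in the LCL and CLC lines under each alternative that was run. In LCL it was -0.52, and -0.43 with a pseudocount of 5, -0.46 with genes called in the CTCFL line alone and from -0.54 to -0.51 with a library left out. For CLC it was -0.67, and -0.58 with a pseudocount of 5 and from -0.76 to -0.58 with a library left out.

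Site classes depended on the overlap rule. The number of CTCFL-only sites was 8167 by any overlap of 1 bp. The shares of CTCF and of CTCFL sites that were shared, 32.2% and 43.8%, were 46.7% and 63.4% by any overlap, 41.3% and 56.2% by an overlap of 50%, 27.6% and 46.0% with CTCF D in place of CTCF ID, and 41.5% and 50.2% with CTCFL ID in place of CTCFL D. The share of CTCFL sites was 48.5% with peaks of -log10 q of at least 5, and 41.9% with unmerged peaks. Single replicates gave from 24047 to 27399 CTCF-only, from 7689 to 11520 CTCF+CTCFL and from 16344 to 27408 CTCFL-only sites, and shares from 24.2% to 29.6% of CTCF and from 29.6% to 32.0% of CTCFL sites.

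An overlap of 66% in place of 1 bp between a chimera's site and a class lowered the shares of CTCF-only, CTCF+CTCFL and CTCFL-only sites to 38.7%, 68.2% and 30.6% for LCL D and 37.9%, 51.2% and 34.6% for LCL ID. CLC ID went to 12.8%, 63.1% and 30.5%, and CLC D to 4.45% of CTCF-only and 8.45% of CTCFL-only sites. CLL ID went to 42.7% of CTCF+CTCFL and 10.3% of CTCFL-only sites, and LLC ID to 1.28%, 2.58% and 4.18% of the classes. Peaks with -log10 q of at least 5 gave 50.1%, 82.7% and 42.2% for LCL D, 64.7%, 89.9% and 54.2% for LCL ID, 23.9%, 82.0% and 39.7% for CLC ID, and 2.12% of CTCF-only and 4.77% of CTCFL-only sites for LLC ID. With classes by any overlap, CTCFL-only sites were bound by LCL D in 30.8% and by CLC D in 9.01%, and CTCF-only sites by CLC D in 1.42%, CLL ID in 4.83% and LLC ID in 1.83%. For LCL ID that definition gave 66.3% of CTCF-only and 45.6% of CTCFL-only sites, and for CLC ID 14.4%, 85.7% and 29.8% of the classes. A higher required overlap or q leaves fewer sites by construction.

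Single replicates in place of both gave shares of CTCF-only, CTCF+CTCFL and CTCFL-only sites of 63.8% to 78.1%, 90.5% to 96.1% and 53.4% to 62.5% for LCL D and 76.2% to 76.5%, 94.3% to 94.9% and 66.1% to 66.6% for LCL ID. They gave 7.95% to 11.4%, 32.3% to 48.8% and 17.6% to 26.3% for CLC D and 32.3% to 33.5%, 90.0% to 90.5% and 53.3% to 57.3% for CLC ID. For CLL they were 1.16% to 10.3%, 2.48% to 37.2% and 3.30% to 25.3% in D and 16.8% to 33.0%, 69.7% to 91.7% and 33.2% to 57.9% in ID, and for LLC 1.53% to 3.90%, 3.08% to 6.80% and 4.67% to 9.43% in D and 4.26% to 6.59%, 16.1% to 28.2% and 9.53% to 13.8% in ID. The highest values for CLL D came without replicate 1, whose 2189 peaks limit the sites found in both replicates.

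RAD21 shares differed widely between replicates. From the lower to the higher replicate, the shares of CTCF-only, CTCF+CTCFL and CTCFL-only sites ran over 9.29% to 46.1%, 15.7% to 58.7% and 3.89% to 20.8% in CTCF D, 1.34% to 6.27%, 4.68% to 13.0% and 0.750% to 7.34% in CTCF ID, 0.370% to 42.0%, 0.974% to 56.8% and 0.223% to 19.4% in CTCFL D and 0.112% to 5.79%, 0.543% to 9.22% and 0.128% to 6.40% in CTCFL ID. In the chimeras they ran over 6.49% to 20.9%, 11.7% to 38.5% and 5.92% to 19.2% in LCL D, 0.0970% to 3.83%, 0.502% to 12.1% and 0.0880% to 5.32% in LCL ID, 1.49% to 10.3%, 3.42% to 21.6% and 2.42% to 17.0% in CLC D and 0.472% to 1.09%, 1.60% to 2.59% and 0.399% to 2.45% in CLC ID. With a spread this wide, none of the 72 values under other alternatives was counted as a change, which says little of their stability: the 163 strongest peaks of each replicate gave 0.0390% of CTCF-only sites in CTCF D.

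The share of mock sites kept after RNase ran from 31.2% without replicate 1 to 72.5% without replicate 2 for CTCF, and from 16.6% to 52.4% for CTCFL, which reached 65.0% with as many top-ranked peaks from every replicate. At promoters, a window of 1 kb gave 10.1% of CTCF, 25.6% of CTCFL, 17.1% of LCL and 11.7% of CLC sites, and protein-coding genes alone 13.0% of CTCF, 28.8% of CTCFL, 20.9% of LCL and 15.3% of CLC sites. Peaks with -log10 q of at least 5 gave 35.9% of CTCFL and 24.6% of CLC sites. Single replicates gave 20.6% to 20.8% of CTCF, 36.2% to 36.4% of CTCFL, 27.5% to 28.9% of LCL and 20.4% to 22.0% of CLC sites. CTCFL stayed above CTCF, LCL and CLC in each of these. Of the genes called in CTCFL U versus D, 43.2% had a CTCFL site within 1 kb, and 52.8% to 65.1% had one within 3 kb when a single replicate was used.

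Motif shares are given for CTCF-only, CTCF+CTCFL and CTCFL-only sites in turn, with LCL and CLC after them where they are listed. A match was found in 33.9%, 41.0% and 17.1% with 25 bp on either side of the summit, 63.8%, 80.1% and 38.1% with 250 bp, 58.1%, 66.3% and 24.1% with a matrix from CTCF-only sites, 61.5%, 70.1% and 30.7% with peaks of -log10 q of at least 5 and 58.2%, 66.9% and 21.6% with classes by any overlap. A at the ZF7 position was found in 80.6%, 75.4%, 52.5%, 72.8% and 62.8% with 25 bp, 91.2%, 84.9%, 75.2%, 87.0% and 72.8% with 250 bp, 86.1%, 80.2%, 64.6%, 81.5% and 69.8% with that matrix and 88.9%, 75.0% and 46.9% with classes by any overlap, and in 54.6% of CTCFL-only sites with the stronger peaks. The order CTCF-only, CTCF+CTCFL, CTCFL-only held in each of these. C at the ZF4 position was found in 78.3%, 87.3%, 78.9%, 76.3% and 85.5% with 25 bp and 86.5%, 92.6%, 91.6%, 88.7% and 95.5% with 250 bp. The matrix from CTCF-only sites gave 80.0% in those sites and 81.2% in LCL sites, and classes by any overlap gave 78.1% in CTCF-only and 82.7% in CTCFL-only sites.

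All 24 numbers of domains under alternatives were kept, which says little, since the numbers of all conditions are close to each other. The change from untreated cells moved in the Crane lists, from -17.9% to -6.74% in CTCF I, from -13.4% to -5.33% in CTCFL I, from -5.00% to 0.320% in CTCF ID, from -14.5% to -3.70% in CTCFL ID, from -11.8% to -1.33% in CLC ID and from -14.2% to -0.620% in LCL ID. Median domain lengths were shorter in the Crane lists, at 440.0 kb in CTCF D, CLC D and LCL D, 480.0 kb in CTCF U, CTCF ID, CTCFL U, CTCFL D, CLC ID and LCL ID, and 520.0 kb in CTCF I, CTCFL I and CTCFL ID. The boundaries of untreated CTCFL cells kept in the same bin were 68.7% in CTCF U, 34.9% in CTCF I, 70.7% in CTCF D, 65.4% in CTCF ID, 33.8% in CTCFL I, 70.4% in CTCFL D, 33.9% in CTCFL ID, 70.9% in CLC D, 37.5% in CLC ID, 70.8% in LCL D and 40.0% in LCL ID. Within 80 kb they were 89.0% in CTCF U, 60.8% in CTCF I, 90.0% in CTCF D, 85.3% in CTCF ID, 60.6% in CTCFL I, 89.7% in CTCFL D, 61.8% in CTCFL ID, 90.1% in CLC D, 65.1% in CLC ID, 88.8% in LCL D and 66.2% in LCL ID. The Crane lists gave 83.5% in CTCF U, 85.5% in CTCF D and 84.9% in CTCFL D, and the other 8 conditions stayed within their interval. In each setting CTCF ID kept more boundaries than CTCFL ID, CLC ID and LCL ID.

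For named genes, 1129 of 1261 results under alternatives stayed on the same side of the threshold, 120 lost their call, 12 gained a call and 0 changed direction. With a minimum mean of 50, values could be given for 68 results of named genes where other settings gave 92, since the other genes fall under that filter. All 15 counts under alternatives of genes with another effect of IAA than in the CTCFL line were kept, with 3 counts per setting. With 200 genes changed on simulated data of the depths of these libraries, limma recovered 74% of changes of 2.5-fold and 81% of 4-fold in CTCFL U versus D, and 77% and 80% in CLC U versus D. Depth was not varied, so that its part in the genes missed is unknown. The peak and domain lists hold no reads, so that what depth limits in them is unknown. For Hi-C, the read numbers that the paper reports were not used.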

Differences from the paper's values

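Alternatives set before the data were examined are given first for each value. Classes by any overlap, where used for promoters, binding and RAD21, were tests chosen only after the results were seen.

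For CLC U versus D, the paper gives 254 genes, and 92 were called here. The figures show about 180 up and about 73 down (Fig. 5c, read by eye), and here 54 rose and 38 fell. The total reached the paper's value within 1.5 times with the 2 groups alone in the fit (301 genes, 207 up and 94 down), with all lines in 1 fit (308, 222 and 86) and with DESeq2 (258, 175 and 83), and so did the rises and falls in each of these. It stayed away with a pseudocount of 5 (98), no low filter (42), a minimum mean of 50 (86), the replicate block (22), TMM (88), edgeR (92) and any library left out (1 or 2).

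The paper gives 60% of CTCF promoter sites as shared with CTCFL, and 34.8% were here. No alternative for this share was set before the data were examined. Classes by any overlap gave 58.5%, a definition chosen after seeing the values. By the same definition, set in advance for the class numbers themselves, there were 16150.0 CTCF-only, 8167 CTCFL-only and 14167 CTCF+CTCFL sites, and 46.7% of CTCF and 63.4% of CTCFL sites were shared.

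The paper names Ctcfl and Dll1 as the genes that rose most after CTCFL induction. Ctcfl had rank 5 and Dll1 rank 58 of 634 by log2 fold change, and rank 1 and rank 2 by limma adjusted p. It places CTCFL at the promoters of Dll1 and of the MAGE genes, where no CTCFL site lay within 20 kb of Dll1 or Mageb4 and the site nearest to Magef1 had its middle 3152 bp away, although its near edge, at 2651 bp, is inside a window of 3 kb, while Magee1 and Prss50 had a site at the promoter. The paper finds CTCF absent from the promoter of Ctcfl, where CTCF ID had no site and CTCF D had a site with a -log10 q of 9.89. Bhlhe40, Klf10 and Gadd45b are given as upregulated, and had log2 fold changes of 0.30, 0.11 and 0.68, under the threshold, and were called in no alternative.

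The paper describes little overlap between the genes of CTCFL U versus ID and those of CTCF U versus I. The lists of its Table S1 share 1207 genes. Of the 2403 genes it lists there for CTCF U versus I, 1179 were called here in the same direction. Of the 2324 of them that were tested, 2202 changed in the listed direction, whether called or not. Here 983 were shared, where chance gives 354.8, and 95.1% of them changed in the same direction. It finds fewer genes deregulated in LCL and CLC U versus ID than after depletion alone. LCL U versus ID called 1911, more than the 1824 of CTCF U versus I and the 1464 of LCL U versus I, while CLC U versus ID called 992, fewer than the 1962 of CLC U versus I. Prss50 in CLC and Steap1 in LCL and CLC are given as activated, and were not called, with log2 fold changes of 1.29, 1.65 and 1.20. Prss50 was called in CLC with all lines in 1 fit. Steap1 was called in LCL with a pseudocount of 5, the 2 groups alone, all lines in 1 fit, the replicate block, edgeR and DESeq2, and in CLC with the 2 groups alone and DESeq2. Igf2, described as activated by CLC and CTCFL, rose by 0.60 and 0.73 without a call.

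The motif of shared sites is described as intermediate. This held for A at the ZF7 position, with 84.1%, 78.4% and 56.8% in CTCF-only, CTCF+CTCFL and CTCFL-only sites, and not for C at the ZF4 position, with 80.7%, 89.8% and 84.9%. RNase is described as leaving CTCFL binding as it was. Of the CTCFL mock sites 24.8% were kept, and of the CTCF mock sites 36.9%, while equal numbers of top-ranked peaks kept 65.0% and 61.4%.

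CLC is described as unable to target CTCFL-only sites, and CLC D overlapped 16.4% of them, against 1.04% after the classes were moved by 10 kb, and 9.01% with classes by any overlap. It is said to bind some CTCF-only sites only when CTCF is present, and it overlapped 7.55% of them in D and 28.9% in ID. RAD21 is described as absent from CTCFL-only sites. RAD21 regions in both replicates of CTCF D overlapped 3.78% of them, the lowest share of the classes, and 0.208% with classes by any overlap. Replicate 1 of CTCF D alone overlapped 20.8%. With classes by any overlap, 687 of its 22765 RAD21 peaks still lay at CTCFL-only sites.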

Other observations

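The comparisons between single replicates after RNase, in full lists and in equal numbers of top-ranked peaks, were tests chosen only after the results were seen. So were classes by any overlap.

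CTCFL lay at the promoter of 66.9% of the genes that rose and 25.8% of those that fell in CTCFL U versus D. The real split gave 994 genes and the highest other split 0 (limma), and 10 splits alone cannot exclude chance. The level of expression is excluded as the cause: in 1000 lists matched to the rises by expression, at most 36.85% had CTCFL at the promoter (mean 31.0%). Binding that raises transcription is a candidate explanation. In the independent comparison of I with ID in the CTCFL line, the median log2 fold change of genes with CTCFL at the promoter was 0.1425 above that of the others (0.08 against -0.07, 6192 and 10232 genes, which are not independent replicates). The difference was 0.0265 in the CTCF line, 0.0733 in LCL and 0.0367 in CLC. Other properties of promoters with CTCFL stay open.

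Fewer mock sites were found after RNase than in mock replicates. For CTCF, fewer peaks do not account for RNase replicate 1, which listed 24896. Its full list held 72.5% and 70.6% of the peaks of the mock replicates, against 86.5% and 81.3% between these. For RNase replicate 2, with 8584 peaks, fewer peaks stay open as the cause: 94.5% and 92.8% of its peaks were found in the mock replicates. Among the 8584 strongest peaks of each replicate, at most 66.66% of mock peaks were found after RNase, against 85.8% and 85.7% between the mock replicates. There the RNase replicates found 66.9% and 67.2% of each other's peaks, so that the lower share is not specific to mock against RNase. These shares set the whole list of RNase replicate 2 against the top of longer lists. For CTCFL, whether fewer peaks are the cause stays open: with the 2526 strongest peaks, 47.4% and 45.4% of the peaks of mock replicate 1 and 65.64% and 56.7% of those of mock replicate 2 were found after RNase, against 54.4% and 54.3% between mock replicates and 63.8% and 64.0% between RNase replicates. An effect of RNA on CTCF, the biological explanation of the design, and a lower quality of the RNase libraries stay open.

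More CLC sites were found in ID than in D, and a larger share of CTCF sites was bound. Fewer peaks in the D libraries stay open as the cause: of the 9867 strongest peaks of each replicate, at most 19.06% lay at CTCF-only sites in D, and 28.8% and 29.5% in ID. This compares the whole list of replicate 1 of D with the top of longer lists, and the share was lower in D in each class by the 66% rule, as in CTCF+CTCFL sites with 32.3% and 39.8% against 64.5% and 64.6%. Drawn by any overlap, the classes gave lower shares at CTCF-only sites, 2.87% and 2.66% in D and 4.56% and 4.91% in ID. Release of sites by the loss of CTCF, and a poorer ChIP in D, stay open too.

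Further values belong to no statement of the paper. Of the mock sites in CTCF-only, CTCF+CTCFL and CTCFL-only sites, 27.7%, 49.7% and 46.0% were kept after RNase for CTCF and 48.9%, 46.1% and 40.8% for CTCFL. With classes by any overlap these shares were 20.3%, 48.4% and 50.7% for CTCF and 10.0%, 50.2% and 10.5% for CTCFL. An LCL site lay at the promoter of 43.1% of genes called in LCL U versus D, against 32.9% of genes not called (odds ratio 1.54, Fisher's exact test across genes, p = 5.25e-04). For CLC sites and CLC U versus D the shares were 10.2% and 7.05%, without a detectable difference (odds ratio 1.50, Fisher's exact test across genes, p = 0.291). Pvalb and Rapgef4, which rose most in CTCFL and in LCL after Dox, also rose in CTCF U versus D, by 4.57 (limma adjusted p = 9.49e-04) and 3.38 (limma adjusted p = 5.02e-05).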
